# Multiscale network modeling of oligodendrocytes reveals molecular components of myelin dysregulation in Alzheimer’s disease

**DOI:** 10.1186/s13024-017-0219-3

**Published:** 2017-11-06

**Authors:** Andrew T. McKenzie, Sarah Moyon, Minghui Wang, Igor Katsyv, Won-Min Song, Xianxiao Zhou, Eric B. Dammer, Duc M. Duong, Joshua Aaker, Yongzhong Zhao, Noam Beckmann, Pei Wang, Jun Zhu, James J. Lah, Nicholas T. Seyfried, Allan I. Levey, Pavel Katsel, Vahram Haroutunian, Eric E. Schadt, Brian Popko, Patrizia Casaccia, Bin Zhang

**Keywords:** Alzheimer’s disease, Oligodendrocyte, Myelin, co-expression network, Causal network, RNA sequencing, Proteomics, Differential expression, CNP, BIN1

## Abstract

**Background:**

Oligodendrocytes (OLs) and myelin are critical for normal brain function and have been implicated in neurodegeneration. Several lines of evidence including neuroimaging and neuropathological data suggest that Alzheimer’s disease (AD) may be associated with dysmyelination and a breakdown of OL-axon communication.

**Methods:**

In order to understand this phenomenon on a molecular level, we systematically interrogated OL-enriched gene networks constructed from large-scale genomic, transcriptomic and proteomic data obtained from human AD postmortem brain samples. We then validated these networks using gene expression datasets generated from mice with ablation of major gene expression nodes identified in our AD-dysregulated networks.

**Results:**

The robust OL gene coexpression networks that we identified were highly enriched for genes associated with AD risk variants, such as *BIN1* and demonstrated strong dysregulation in AD. We further corroborated the structure of the corresponding gene causal networks using datasets generated from the brain of mice with ablation of key network drivers, such as *UGT8*, *CNP* and *PLP1*, which were identified from human AD brain data. Further, we found that mice with genetic ablations of *Cnp* mimicked aspects of myelin and mitochondrial gene expression dysregulation seen in brain samples from patients with AD, including decreased protein expression of *BIN1* and *GOT2*.

**Conclusions:**

This study provides a molecular blueprint of the dysregulation of gene expression networks of OL in AD and identifies key OL- and myelination-related genes and networks that are highly associated with AD.

**Electronic supplementary material:**

The online version of this article (10.1186/s13024-017-0219-3) contains supplementary material, which is available to authorized users.

## Background

Alzheimer’s disease (AD) causes a progressive dementia that affects approximately 1/6th of people in the US age 75 and above [1]. Although the number one risk factor for AD is advanced age, the reason for this remains unknown [2, 3]. A wealth of evidence has emerged over the past decade to support the role of non-neuronal cells, especially astrocytes and microglia, in amyloid beta (Aβ) processing and AD pathogenesis [4–6]. While less well studied, several lines of evidence have suggested that dysregulation of oligodendrocytes (OLs) and associated dysmyelination might be important in AD pathology. For example, human neuroimaging studies have shown that white matter changes occur early in AD and are predictive of disease status [7–9]. In particular, MRI studies have detected white matter volume atrophy in multiple brain regions prior to changes in gray matter in AD progression [10–12]. Further, post-mortem human pathological studies have demonstrated that the pattern of neurofibrillary tangle deposition in AD is highly correlated with the developmental pattern of myelination, with late-myelinated axonal tracts substantially more vulnerable to degeneration in AD [13, 14]. Recent reports have highlighted the importance of OLs and myelin metabolic function for axonal health and transport capacity [15–20], thereby suggesting the possibility that OL-driven axonal damage could precede a secondary demyelination in the pathogenesis of AD. In particular, there are several mouse models of ablation of the OL-associated myelin genes *Ugt8* [21], *Cnp* [22, 23], and *Plp1* [24, 25], in which axonal degeneration occurs in the presence of minimal ultrastructural myelin alterations and therefore are well suited to study altered OL gene expression, presumably leading to myeling dysfunction preceding the onset of neurodegeneration. To investigate the hypothesis that OL dysregulation in AD may be part of the underlying mechanism leading to neurodegeneration, we sought to employ a detailed molecular and systems-level analysis to provide a molecular substrate for the potential role of OLs in mediating the initial axonal damage.

In this study, we systematically examined and validated OL-enriched gene networks to uncover key genes and molecular signaling circuits of OLs in AD. We built upon AD-associated and OL-enriched networks constructed in a previous study of genetic, gene expression, and pathophysiologic data in late-onset AD [26]. We constructed a union of the three OL-enriched modules from a multi-tissue AD co-expression network and found that it was strongly enriched for AD risk factor genes. Our OL-enriched consensus module includes genes encoding proteins associated with Aβ-production *PSEN1* and *BACE1,* as well as the AD risk factor genes *BIN1*, *PSEN1*, *PICALM*, and *UNC5C* [27–30]. We next built co-expression networks from a large-scale proteomics data set, identifying a strong loss of coordination among proteins in the most OL-enriched network, an interaction of this dysregulation and dementia status, as well as a down-regulation of key OL network genes, including *BIN1*. We then used the OL modules to construct regulatory networks and found that the topological structures of our OL-enriched networks were validated through in vitro and in vivo perturbations of the predicted key regulatory genes in the networks. Further, transcriptomic analysis of brain tissue isolated from mice with a genetic ablation of three top key driver genes (*Ugt8*, *Cnp*, and *Plp1*) recapitulated key aspects of the dysregulation in gene pathways related to myelination that are seen in human AD brains. We chose to profile the mice with these genetic ablations at an early stage of development (postnatal day 20), in order to detect alterations in gene pathways occurring during the process of myelination and prior to the onset of widespread axon degeneration in *Cnp*-KO [22] or *Plp1*-KO [24] mice. This approach allowed us to define alterations in OL gene expression occurring during the “pre-symptomatic” or prodromal phase of the disease, as opposed to reactive changes that might be consequent to axonal degeneration. We found that differentially expressed gene (DEG) signature in the *Cnp* knockout (KO) mouse mimicked gene expression changes detected in AD brains at the early stages of the pathology, both at the gene pathway and individual protein level, thereby suggesting that dysregulation of OLs in general and *CNP* in particular may play a key role in driving AD-associated gene expression changes.

## Methods

### Oligodendrocyte network construction from AD data and key driver analysis

We re-analyzed data from the Harvard Brain Tissue Resource Center (HBTRC) consisting of 376 late-onset Alzheimer’s disease brain samples as well as 173 non-demented brain samples, harvested from the cerebellum (CBM), dorsolateral prefrontal cortex (Brodmann area 9; henceforth, PFC), and visual cortex (Brodmann area 7; VC), which has been previously described [26] (GEO: GSE44772). Based upon the HBTRC AD data, we previously built up a multi-tissue weighted gene co-expression network using WGCNA [26, 31]. In order to find the AD OL-specific modules, we tested the enrichment of each module for the gene signatures specifically expressed in OLs. To do this, we employed datasets on cell enrichment and identified the genes most highly expressed in myelinating OLs compared to the non-OL cell types [32]. Three modules, one with probes primarily derived from each of the three investigated brain regions were found to be the most enriched for the OL gene signature. We therefore refer to these as the “region-specific oligodendrocyte co-expression network” modules. We further inferred an interaction network for each OL-enriched and region-specific gene module by integrating gene expression and DNA genotypic data, as previously described [26]. Specifically, relationships between genes in each co-expression module were inferred based on conditional independence tests of gene expression in a Bayesian framework, and the presence of more expression single nucleotide polymorphisms (eSNPs) associated with a gene were used as priors to break Markov equivalence [33]. We refer to each of these networks as the “region-specific OL-enriched Bayesian interaction networks”. For robustness, we combined the genes in the three region-specific co-expression networks into a core OL gene set (COLGS), merged the three brain region-specific Bayesian interaction networks by a set union of directed links into a core OL-enriched Bayesian interaction network (COLBN). The gene symbols from this previous study were updated to current Hugo Gene Nomenclature Committee (HGNC) standards using the R package HGCNhelper (v. 0.3.1), and the two gene symbols in the OL-enriched networks that were still mapped to multiple symbols were mapped to the more common symbol (*MARCH1* and *LPAR1*) for legibility. In order to identify key regulatory genes in this interaction network, we then performed key driver analysis on COLBN [34, 35], which uses network connectivity to infer regulatory importance scores for genes.

### Enrichment of brain co-expression modules in AD GWAS risk factor genes

In order to find the enrichment of COLGS and other co-expression modules in Alzheimer’s risk factor genes, we converted the International Genomics of Alzheimer’s Project (IGAP) GWAS SNP-level data set [28] to gene-level *p*-value calls using VEGAS2 [36], and used the genes with significant association at a nominal *p* < 0.05 for further analysis. We then measured the enrichment of this 543 AD GWAS risk factor gene set in the 62 overall qualifying multiscale AD modules with at least 50 genes using Fisher’s Exact Test (FET).

### Proteomics data analysis from PFC human postmortem brain samples

Grey matter brain samples in 50 mg aliquots were harvested from the prefrontal cortex (PFC; Brodmann Area 10) from the autopsied brains of persons with a wide range of cognitive status at the time of death, ranging from no cognitive impairment to dementia, as well as a wide range of Braak scores, from 0 to 6. Liquid chromatography-tandem mass spectrometry (LC-MS/MS) was used to measure the abundance of peptides in each brain sample, from which a protein-level quantitation was estimated using MaxQuant (v1.5.3.30). We used WGCNA to define modules of proteins in the proteomics data, with a soft-thresholding power coefficient of 3. We next annotated these modules based on their relative FET enrichment in the human homologues of genes specifically expressed in each of the five major mouse brain cell types (see “Estimating brain cell type enrichment”).

Within this OL-enriched module, we performed modular differential connectivity analysis in order to assess the overall difference in between samples classified as non-AD (Braak 0–2) and AD (Braak 5–6), calculated using the mean difference in z-scores option in DGCA [37] (v. 1.0.1), with 10,000 permutation samples to assess significance. We used a Student’s t-test to measure differences in average expression between conditions, using the q value R package [38] to estimate false discovery rates in the context of the multiple hypothesis tests.

### Generating in vivo mouse genetic perturbation signatures

#### Animals

Use of animals in this research was strictly compliant with the guidelines set forth by the US Public Health Service in their policy on Humane Care and Use of Laboratory Animals, and in the Guide for the Care and Use of Laboratory Animals. All animal procedures received prior approval from the Institutional Animal Care and Use Committee at Icahn School of Medicine at Mount Sinai.

#### Tissue collection

For each of the control and knockout model mice of the three key drivers (*Cnp*, *Ugt8*, and *Plp1*), mice of either sex were sacrificed at postnatal day 20 and tissue was flash-frozen in liquid nitrogen vapors. The frontal cortex and cerebellum were dissected on ice and immediately processed for RNA isolation. Integrity of the RNA was confirmed by measuring RNA Integrity Number (RIN) and only samples with RIN > 8.5 were used for RNA sequencing.

#### RNA isolation and reverse transcription

RNA was isolated using Trizol reagent (Invitrogen, CA) and cleaned using RNeasy Mini kit (Qiagen, CA). Ribosomal RNA was removed from the samples using Ribo-Zero rRNA Removal Kit (Illumina, CA). Approximately 500 nanograms of total RNA was used in cDNA library construction with the TruSeq RNA Sample Prep Kit (Illumina, CA), followed by RNA sequencing using an Illumina HiSeq2000.

#### Read mapping and quantification of RNAseq data

RNA-sequencing reads were mapped to the mouse genome (mm10, UCSC assembly) using Bowtie (version 2.2.3.0), TopHat (version 2.0.11), and SamTools (version 0.1.19.0) using a read length of 100. For RNAseq knockout experiments, reads were converted to counts at the gene level using HTSeq [39] on the BAM files from TopHat2 using the UCSC known genes data set. For each key driver knockout and brain region, genes that mapped less than 100 counts in 80% or more of the samples were filtered out from downstream analysis, because these genes are likely to have especially high variance in expression calls.

### Compartmental approach to compare of mouse key driver perturbation signatures with human postmortem AD gene expression signatures

We found the enrichment of both mouse key driver knockout DEG signatures, aggregated across significant DEGs (*p* < 0.05, FDR < 0.3) from both the frontal cortex and cerebellum, as well as two human AD gene expression signatures in the gene ontology pathways. The prefrontal cortex (PFC) human AD DEG signature was estimated from the HBTRC cohort. We used the list of genes identified as previously identified as having significantly different RNA levels in brain samples from persons with high levels of Alzheimer’s neuropathology (Braak = 5–6) compared brain samples from persons with low levels of Alzheimer’s neuropathology (Braak = 0–2) via a Student’s t-test [26]. The second human AD DEG signature is from a previous study that identified genes with a significant trend in RNA expression changes across the severity spectrum of AD (control, incipient, moderate, and severe) in the hippocampus (HIPP) [40]. In this data set, we selected the genes as having an increasing or decreasing trend in expression across AD severity stages and an ANOVA *p*-value <0.05 as the HIPP AD DEG signature. We used the moduleGO function in DGCA [37] (version 1.0.1) to perform gene ontology (GO) enrichment analysis on these DEG sets, which leverages the GOstats (version 2.34) [41] and org.Hs.eg.db GO annotation (version 3.1.2) R packages. We filtered for those GO terms with less than 800 and greater than 100 gene symbols. We adjusted the enrichment *p*-values for all GO terms in each DEG set using the Benjamani-Hochberg method. In order to determine whether there was a similar pattern of dysregulation in the mouse key driver knockout models as in human AD, we next found the degree to which the compartment overlaps intersected, using the R package SuperExactTest (version 0.99.2) [42].

### In vivo validation of gene expression

#### Animals

The *Cnp-cre* knock-in mouse line has been described previously [23]. For the sake of clarity, in this manuscript, *Cnp* ^*+/+*^ mice are called *Cnp*-WT and *Cnp* ^*cre/cre*^ mice are called *Cnp*-KO.

#### Western blot

Mice of either sex were sacrificed at postnatal day 60 and brains were cut into 1 mm coronal sections using a refrigerated brain matrix. Corpus callosum (CC) was dissected from coronal sections on ice using a light microscope. The tissue was then immediately processed for protein extraction. Protein lysates (50 μg) were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS–PAGE) and transferred onto a PolyVinylidene DiFluoride (PVDF) (Millipore, Billerica, MA, USA) membrane using a buffer containing 25 mM Tris base, pH 8.3, 192 mM glycine, 20% (vol/vol) methanol for 1 h at 100 V at 4 °C. Membranes were blocked for 1 h in 10% Milk/0.1% Tween/TBS, then incubated overnight at 4 °C with the primary antibody diluted 1:1000 in 5% BSA/0.02% sodium azide/0.1% Tween/TBS. Antibodies used are: mouse anti-CNPase (Sternberger Inc., SMI-91, 1:5,00), mouse anti-alpha-TUBULIN (Calbiochem, CP06, 1:5000), rabbit anti-BIN1 (Abcam, ab185950, 1:2500), rabbit anti-GOT2 (Abcam, ab171739, 1:2500). After rinsing with 0.1% Tween/TBS, membranes were incubated 2 h at room temperature with the secondary light-chain specific antibody (Jackson Immunoresearch, 1:10,000) in 10% Milk/0.1% Tween/TBS. After rinsing, membranes were incubated with ECL (Amersham) for 3 min and then revealed. Quantification was carried out on three biological and technical replicates per genotype, using ImageJ. Protein expressions were normalized to alpha-TUBULIN expression, then compared to their respective expression levels in *Cnp*-WT samples.

#### Immunohistochemistry

Mice were perfused with 4% paraformaldehyde and post-fixed overnight in the same solution at 4 °C. Tissue samples were then transferred to 70% ethanol, sequentially dehydrated and embedded in paraffin. Four-micrometer sections were cut, deparaffinized and rehydrated. Antigen retrieval was performed by incubating slides in sub-boiling (94 °C) citrate buffer (pH 6.0) for 15 min. Slides were incubated in blocking buffer (20% Normal Goat Serum / 1% BSA / PBS 1X) for 1 h at room temperature and then incubated overnight at 4 °C with the primary antibodies in 1% BSA / PBS 1X. Antibodies used are: mouse anti-OLIG2 (Millipore, MABN50, 1:200), mouse anti-NeuN (Millipore, MAB377, 1:200), mouse anti-GFAP (Sternberger Inc., SMI-22, 1:200), rabbit anti-BIN1 (Abcam, ab185950, 1:200), rabbit anti-GOT2 (Abcam, ab171739, 1:200). After rinsing with Tris-buffer / 2% milk, sections were processed with he appropriate Alexa Fluor conjugated secondary antibodies (1:1000 in 1% BSA / PBS 1X, Invitrogen), washed with Tris-buffer, and mounted using Fluoromount-G with DAPI. All images were acquired using a Zeiss Observer A1 fluorescent microscope or Zeiss LSM780 upright Confocal. Quantification was carried out on two-three sections per mouse and three-four mice for each genotype evaluated using ImageJ.

## Results

### A robust myelination- and oligodendrocyte-enriched gene module is strongly associated with genetic data in late-onset AD

The primary goal of this study was to interrogate OL-enriched multiscale gene networks constructed from human AD postmortem brain samples (Fig. 1). We first identified co-expressed human gene modules, that were built from data obtained from three regions [e.g. prefrontal cortex (PFC), visual cortex (VC), and cerebellum (CBM)] from postmortem late-onset AD human brains samples from a large cohort of patients [26]. We further annotated these gene modules with additional gene sets to investigate their associations with OLs and AD. We then constructed Bayesian gene regulatory networks for the OL-enriched co-expression modules, identified key regulatory genes in the regulatory networks, and systematically validated the topological structures of the regulatory networks based on a series of gene perturbation experiments in vitro and in vivo. Specifically, in order to identify OL co-expression networks in AD, we tested each of the 62 co-expression modules with at least 50 genes for the enrichment of genes expressed specifically in each of five major brain cell types, i.e., astrocytes, endothelial cells, microglia, neurons, and myelinating OLs [32] (Fig. 2). We identified three co-expression modules with the strongest enrichment of OL genes (Fig. 2), which we subsequently combined, leading to a set of 1631 unique gene symbols, which we henceforth refer to as the core oligodendrocyte gene set (COLGS). Notably, because the three OL-enriched co-expression modules were each primarily identified in one of the three brain regions from the multi-tissue experiment, by combining them we sought to obtain a more sensitive measure of genes whose expression is associated with OLs in the context of AD across brain regions. COLGS is highly enriched for genes encoding proteins identified in the myelin proteome [43] (Fold Enrichment (FE) = 1.92, Fisher’s Exact Test (FET) *p* = 2.4e-15), and is also enriched for genes specifically expressed in each of oligodendrocyte precursor cells (FE = 2.8, *p* = 4.2e-17), newly formed oligodendrocytes (FE = 6.2, *p* = 1.0e-84), and myelinating oligodendrocytes [32] (FE = 7.4, *p* = 2.5e-87), indicating that genes in COLGS capture a wide spectrum of OL functions.

**Fig. 1:**
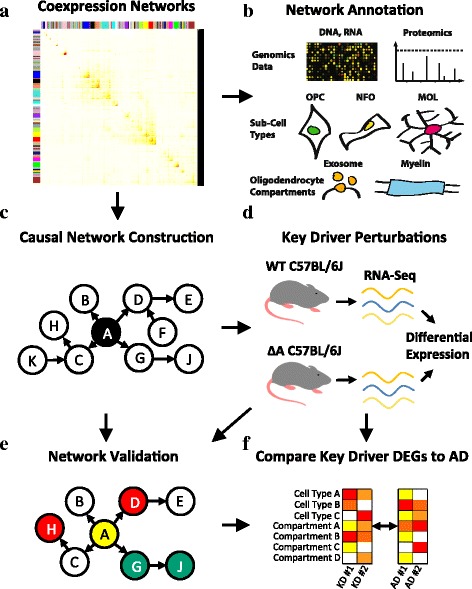
Workflow of the analyses performed in this study. Human postmortem AD brain tissue samples from multiple brain regions were used to construct coexpression networks (**a**) using Weighted Gene Coexpression Network Analysis (WGCNA). The oligodendrocyte/myelination enriched coexpressed gene modules from WGCNA were annotated by a variety of external data sets including DNA, RNA, proteomic, cell type, and proteome compartment data (**b**). Next, Bayesian gene regulatory networks were constructed based on the DNA and RNA postmortem human AD data (**c**). The Bayesian networks were used to identify key driver genes and several key drivers were perturbed in mouse models to identify their downstream targets (**d**). The gene signatures in response to the perturbations of the key driver genes were used to validate the network structure (**e**) and to compare with the differential expression patterns in human AD postmortem brains (**f**)

**Fig. 2:**
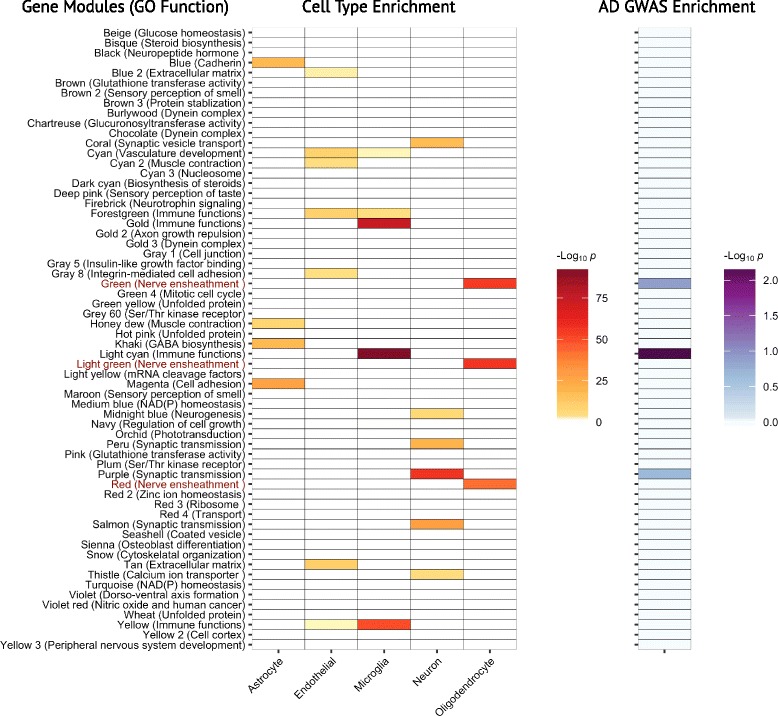
A myelination/oligodendrocyte enriched module in the multi-tissue AD coexpression network is enriched for AD GWAS genes. The left panel shows a heatmap of the enrichments (BH-adjusted -log_10_ *p*-values) of multiscale modules with at least 50 members in marker genes from each of the five major brain cell types, i.e. astrocytes, endothelial cells, microglia, neurons, and myelinating oligodendrocytes, derived from a previous study in mice [32]. The bottom panel shows the enrichment (BH-adjusted -log_10_ p-values) of each corresponding module in the 543 AD risk genes derived from the IGAP AD GWAS study

To systematically evaluate the AD genetics of COLGS, we identified 543 genes with nominally significant (*p* < 0.05) gene-level associations with AD based on a meta-analysis of AD genome-wide association study (GWAS) data by the International Genomics of Alzheimer’s Project (IGAP) [28]. We identified a significant enrichment of the AD risk genes in COLGS (FE = 1.71, *p*-value = 0.0004), due to the presence of *BIN1*, *PICALM*, *NME8*, *SNX1*, and other genes. Of all the individual co-expression modules, one OL-enriched module had the second strongest enrichment for AD GWAS risk genes, second only to an immune- and microglia-enriched module (Fig. 2, Table 1). We further highlighted the specific genes in COLGS that were also identified as AD risk genes (Fig. 3, Table 2). These results suggest that the COLGS contains a relatively large proportion of AD risk genes.

**Table 1:** The region-specific oligodendrocyte-enriched gene networks are among the top associated functional coexpression modules with the 543 significant Alzheimer’s disease GWAS hits

Module Name	Enriched Cell Type	Enriched GO Term	Size	Shared	P-Value	Adjusted P-Value
Light cyan	Microglia	Immune functions	559	23	1.91e-05	0.00118
Green	Oligodendrocyte	Nerve ensheathment	1098	32	0.000389	0.0121
Purple	Neuron	Synaptic transmission	847	26	0.000636	0.0131
Gold	Microglia	Immune functions	400	14	0.00352	0.0546
Salmon	Neuron	Synaptic transmission	750	21	0.00582	0.0722
Burlywood	Ependymal Cell	Dynein complex	114	6	0.008	0.0806
Magenta	Astrocyte	Cell adhesion	841	22	0.0103	0.0806
Gray 1	None	Cell junction	56	4	0.0104	0.0806
Light green	Oligodendrocyte	Nerve ensheathment	474	14	0.0145	0.0998
Seashell	None	Coated vesicle	313	10	0.0222	0.127
Black	None	Neuropeptide hormone	1067	25	0.0226	0.127
Tan	Mural Cell	Extracellular matrix	734	18	0.033	0.171
Blue	Astrocyte	Cadherin	1508	31	0.0557	0.247
Yellow	Microglia	Immune functions	1174	25	0.058	0.247
Honey dew	Astrocyte	Muscle contraction	139	5	0.0613	0.247
Medium blue	None	NAD(P) homeostasis	233	7	0.066	0.247
Red 4	Ependymal Cell	Transport	62	3	0.0682	0.247
Red	Oligodendrocyte	Nerve ensheathment	1089	23	0.0717	0.247
Gold 3	Ependymal Cell	Dynein complex	71	3	0.0936	0.294
Peru	Neuron	Synaptic transmission	408	10	0.095	0.294

The 20 modules with the strongest Fisher’s Exact Test enrichment in AD GWAS genes from the IGAP data set of the 62 multiscale coexpression modules with at least 50 members were considered. P-values were adjusted via the Benjamini-Hochberg method. Size = the number of genes in the module, Shared = the number of overlaps between the IGAP AD GWAS genes and the coexpression modules, GO = Gene Ontology

**Fig. 3:**
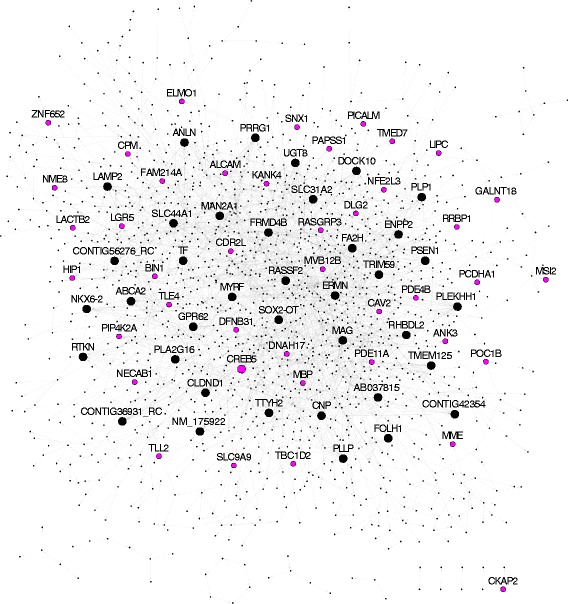
Key drivers and AD GWAS risk genes in the AD oligodendrocyte regulatory network. Visualization of the core oligodendrocyte Bayesian regulatory network (COLBN), where arrows refer to the predicted direction of interaction in the AD sample-derived network. Nodes corresponding to genes that are called as one of the top 40 key drivers in the network are larger sized, while nodes corresponding to genes that are one of the AD GWAS risk factors are colored pink

**Table 2:** The members of the core oligodendrocyte gene set (COLGS) that are identified as significant (p < 0.05) AD GWAS hits in the IGAP data set

Gene	Chromosome	Top SNP	Top SNP *P*-value
BIN1	2	rs35114168	1.05e-25
PICALM	11	rs639012	4.87e-19
NME8	7	rs2060712	6.30e-07
SNX1	15	rs138194169	2.72e-06
CPM	12	rs10878881	1.48e-05
DLG2	11	rs422267	2.09e-05
RASGRP3	2	rs10200743	2.76e-05
GALNT18	11	rs11021857	4.511e-05
DNAH17	17	rs117779187	7.04e-05
LIPC	15	rs17269397	8.32e-05
ZNF652	17	rs12948660	0.000119
MVB12B	9	rs887656	0.000145
CAV2	7	rs75396674	0.000157
CREB5	7	rs42711	0.000158
NFE2L3	7	rs73281529	0.000224
CDR2L	17	rs117639581	0.000299
PIP4K2A	10	rs11013051	0.000390
TLL2	10	rs11594430	0.000542
RRBP1	20	rs6080757	0.000873
KANK4	1	rs114648128	0.00118
SLC9A9	3	rs10804689	0.00141
HIP1	7	rs10259351	0.00165
CKAP2	13	rs58655347	0.00168
TLE4	9	rs62569297	0.00172
NECAB1	8	rs7003020	0.00194
TBC1D2	9	rs73488713	0.00222
LGR5	12	rs75928881	0.00278
PDE4B	1	rs12138629	0.00374
PDE11A	2	rs4893975	0.00380
PAPSS1	4	rs62313402	0.00387
DFNB31	9	rs10817615	0.00450
MBP	18	rs8095585	0.00484
LACTB2	8	rs10097463	0.00545
ALCAM	3	rs114219776	0.00628
TMED7	5	rs10069695	0.00691
CAT	11	rs494024	0.00849
MSI2	17	rs12450585	0.00849
MME	3	rs61758192	0.00885
POC1B	12	rs770369	0.0117
PCDHA1	5	rs2879086	0.0151
ANK3	10	rs117641222	0.0185
FAM214A	15	rs8030871	0.0241
ELMO1	7	rs1420423	0.0333

The p-value column shows the smallest p-value of any associated SNP for each gene

Next, we sought to examine the robustness of COLGS to a variety of sources of variance. We first used data from an independent study that also identified coexpression modules in human AD postmortem brain RNA expression samples [44]. Despite originating from a different brain region (the hippocampus), we found that 83% of the genes in the module with the strongest OL-enrichment in this data set overlapped with the members of COLGS (FE = 18.3, *p* = 9.1e-79). In order to measure the robustness of the co-expression network with respect to an alternative gene expression modality, we utilized a large AD proteomic data set from the prefrontal cortex (PFC; Brodmann area 10), which we corrected for batch, age of death, and sex. We used WGCNA [31] to identify gene modules in this proteomic data set, and found that the module with the strongest OL-enrichment (FE = 1.7, *p* = 0.0053), has 50% overlap with COLGS (FE = 10.7, *p* = 6.6e-58), including the AD risk factor *BIN1* (Additional file 1: Figure S1, Additional file 2). These results suggest a robust co-regulation of the COLGS genes at both the transcript and protein levels in AD.

### Dysregulation of an oligodendrocyte-associated module in AD at the protein level

Our previous analysis showed that the three OL-enriched modules were each among the modules with the strongest loss of connectivity in AD samples on the RNA expression level [26]. We sought to extend these results by interrogating gene expression dysregulation in the OL-enriched proteomics module, which includes 150 proteins and is the most OL-enriched module. We found that this module has a significant decrease in correlation in AD samples (mean difference in z-transformed correlation = −0.466, empirical *p*-value = 0.0489; Fig. 4a), thus validating the loss of coordination among OL network genes in AD at the protein level. To further explore gene expression changes in this module in AD, we measured differences in protein expression of the module members, identifying 17 proteins up-regulated in AD and 7 proteins down-regulated in AD at FDR < 0.3 and p-value <0.05 (Additional file 3). Notably, we found that a BIN1 protein isoform was down-regulated in AD (*t* = −2.4, *p* = 0.019, FDR = 0.19), as well as an MBP protein isoform (*t* = −2.3, *p* = 0.023, FDR = 0.19). Therefore, we found that there are both variable changes in expression levels for individual proteins as well as a loss of overall coordination of OL network protein expression in AD.

**Fig. 4:**
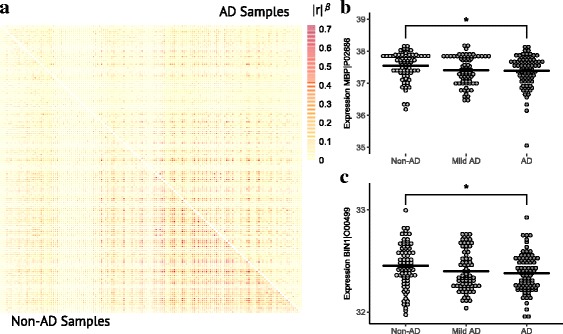
An oligodendrocyte-enriched protein coexpression module is dysregulated in AD. **a** Heatmap of transformed correlations in non-AD samples (Braak <= 2; lower left) and AD samples (Braak > = 5; upper right) in the OL-enriched module consisting of 150 proteins. The transformation consists of taking the absolute value of Pearson correlation coefficients raised to the power of β, i.e., the soft-thresholding power coefficient of 3 used in coexpression network construction. **b**, **c** Expression levels for MBP (**b**) and BIN1 (**c**) in samples classified as non-AD (Braak <= 2), mild AD (Braak 3–4), and AD samples (Braak > = 5). Significance assessed using Student’s t-tests (* = p-value <0.05)

### Construction and validation of an oligodendrocyte gene regulatory network in AD

We next sought to predict the gene-gene regulatory relationships among the COLGS genes in the RNA expression data, which profiles a wider set of genes than the proteomics data. Specifically, we constructed a Bayesian gene regulatory network for each of the three OL-enriched co-expression modules we identified by integrating RNA expression and genotype data from autopsied brain samples of persons with AD. As detailed in our previous studies [33, 34], Bayesian networks are a type of probabilistic causal network, providing a natural framework for integrating highly dissimilar genetic and gene expression data to predict regulatory relationships. We then combined the three OL Bayesian networks by a set union of directed links, leading to a more robust core oligodendrocyte-enriched Bayesian network (COLBN), and performed key driver analysis on COLBN to identify master regulatory OL genes in the context of AD (Fig. 1b; Table 3).

**Table 3:** Of the 40 top-ranked key drivers from the core oligodendrocyte-enriched Bayesian network (COLBN), 4 have a type of perturbation signature that we used to validate the network, either in vitro or in vivo

Gene Symbol	Major Annotated Roles of Gene Product	Myelin	OL Exosome	Lipid-Binding	AD Risk	Perturbation
ERMN	Myelination	Yes				
UGT8	Galactocerebroside production			Yes		In vivo; this study
CNP	Myelination; Axon interaction	Yes	Yes			In vivo; this study
ENPP2	LPA production					
FRMD4B	?					
PLEKHH1	?					
SLC44A1	Choline transporter	Yes				
TRIM59	?					
PLLP	Myelination	Yes		Yes		
PRRG1	?					
SOX2-OT	lncRNA					
CONTIG36931_RC	?					
CLDND1	?					
ANLN	Actin cytoskeleton	Yes				
TTYH2	Chloride channel					
MYRF	OL differentiation					In vitro; [49]
FA2H	Ceramide hydroxylation			Yes		
CARNS1	Carnosine production					
RNLS	Alpha-NAD(P)H oxidase					
RASSF2	Apoptosis					
PRR18	?					
RTKN	Rho pathway					
DOCK10	Rho pathway					
LPAR1	LPA receptor	Yes		Yes		
MAG	Myelination	Yes				
TF	Iron transport					
TMEM125	?					
PLP1	Myelination; Axon interaction	Yes	Yes	Yes		In vivo; this study
RHBDL2	Protease activity					
NKX6–2	OL differentiation					
FOLH1	Folate hydrolase	Yes				
PSEN1	Protease activity				Yes	
MAN2A1	Glycosylation					
PLA2G16	Phospholipase			Yes		
CONTIG56276_RC	?					
ABCA2	Sterol transport				Yes	
CREB5	?				Yes	
GPR62	?					
SLC31A2	Copper transport					
LAMP2	Glycosylation					

The Major Annotated Roles of Gene Product column is based on a literature review for the major known role(s) of that gene’s product in oligodendrocytes, for which a question mark indicates that no major role is known, to the best of our knowledge. The Myelin column indicates whether or not that gene encodes a protein found in in the myelin proteome [43], the OL Exosome column indicates whether or not that gene encodes a protein found in the OL exosome proteome [97], and the lipid-binding column indicates whether or not that gene encodes a protein found in the set of lipid-binding proteins [98]. The AD risk indicates whether a variant associated with the gene has been previously associated with AD risk, and the Perturbation column indicates whether there is a perturbation signature that we used to corroborate the downstream neighborhood topology for that key driver

To interrogate the topology of the COLBN as well as how the dysregulation of COLBN key drivers could relate to AD, we identified an in vitro experiment that perturbed a key driver gene in the COLBN, *MYRF*, and examined how the predicted network structures correspond to its identified experimental targets. Specifically, we used data from a previous study that performed transcriptional profiling of cultured mouse OLs with a deletion of the myelination transcription factor *Myrf* (also known as *C11orf9*) [45]. The set of genes differentially expressed in the cells with a *Myrf* deletion compared with the control was significantly enriched in the 5-layer downstream neighborhood of *MYRF* in the COLBN (FE = 2.5, *p* = 7.5e-33; Fig. 5a, Fig. 6a-b), thus validating the topology of the subnetwork regulated by *MYRF*. The validated downstream targets of *MYRF* include *PLD1*, which encodes a protein that regulates the shuttling of *APP* and is associated with *APP* in AD brains [46, 47], as well as *APLP1*, which encodes a protein that has been shown to accumulate within neuritic plaques [48].

**Fig. 5:**
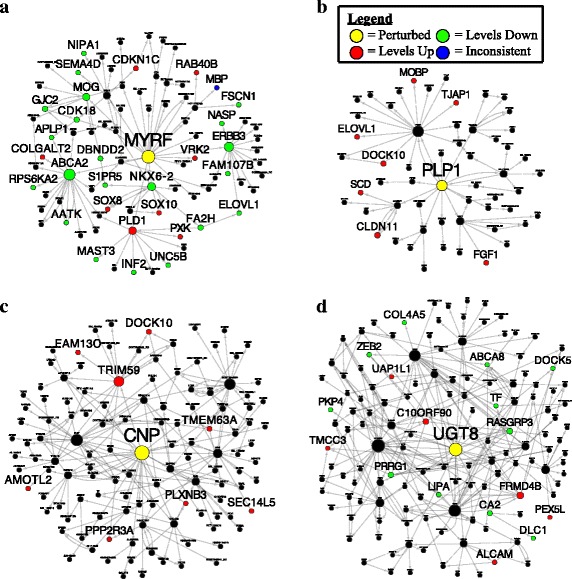
In vitro and in vivo perturbations of key driver genes in the AD myelin/oligodendrocyte networks validated a number of predicted downstream targets. In these network plots, arrows refer to the predicted direction of interaction in the AD sample-derived core oligodendrocyte Bayesian regulatory network (COLBN). The presence of multiple arrows between two genes is because COLBN was constructed by a union of directed links of three networks from three brain regions. In each plot, the perturbed (i.e., knocked-down or knocked-out) gene is colored yellow, the genes significantly down-regulated in the samples with the driver perturbed are colored green, the genes up-regulated are colored red, and the genes with inconsistent expression changes (i.e., multiple probes corresponding to the same gene show opposite directions of changes in expression) are colored blue. The size of the node is proportional to the number of downstream nodes in the subnetwork. **a** Validation of the two-layer subnetwork regulated by *MYRF* using the differentially expressed genes (FDR < 0.3, *p* < 0.05) derived from a *Myrf* knockout experiment in cultured mouse oligodendrocytes. **b**, **c**, **d** Validation of the two-layer subnetworks regulated by *PLP1*, *CNP*, and *UGT8* using the differentially expressed gene signatures (FDR < 0.3, p < 0.05) from the RNAseq data derived from our knockout experiments in mice

**Fig. 6:**
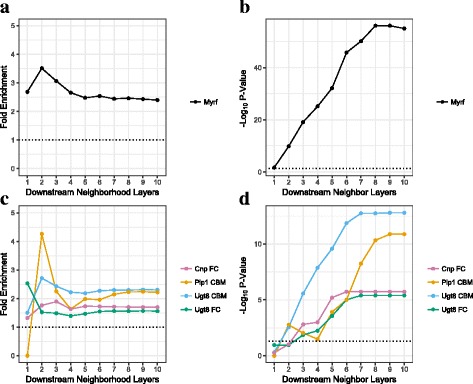
Gene signatures from in vitro and in vivo perturbations of key driver genes in the AD myelin/oligodendrocyte network are significantly enriched in the predicted subnetworks regulated by the driver genes. **a, b** Fold-enrichment (**a**) and BH-adjusted -log_10_ enrichment *p*-values (**b**) for the overlap between the *Myrf* in vitro perturbation signature and each n-layer network neighborhood regulated by *MYRF* in the core oligodendrocyte Bayesian regulatory network (COLBN). **c, d** Fold-enrichment (**c**) and -log_10_ enrichment p-values (**d**) for the overlap between each in vivo perturbation signature and each n-layer network neighborhood regulated by the corresponding driver gene. The result was based on the in vivo knockout differentially expressed gene signatures experiments for *Cnp*, *Plp1*, and *Ugt8* from the cerebellum (CBM) and/or the frontal cortex (FC)

Next, we validated the network structure of COLBN in vivo using knockout mouse models of three of the top 40 key drivers in COLBN, *Ugt8*, *Cnp*, and *Plp1*, each of which have been found to cause axon pathology without substantial myelin structural alterations [21, 23, 49]. We performed RNAseq (GEO: GSE80437) on tissue samples of postnatal day 20 mice from the frontal cortex (FC) and cerebellum (CBM) in these three mouse models to determine their KO DEG gene signatures at FDR < 0.3 (Additional files 4 and 5, Additional file 1: Figure S2). 

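RNA from the FC and CBM of mice at postnatal day 20 was analysed in 58 libraries, with 5 mice in each genotype, region and line, except that 3 Cnp-WT CBM libraries were analysed. The authors removed ribosomal RNA, sequenced the libraries from both ends, aligned the reads to mm10 with TopHat2 and Bowtie2 and counted them with HTSeq over the UCSC known genes. The deposited values are these raw counts, 1 per gene and library. The total of gene counts per library ranged from 29010351 to 37063686 (median 31293719) in Cnp-KO FC and from 25237704 to 52338945 (median 28124436) in Cnp-WT FC. It ranged from 21799307 to 65083581 (median 27993242) in Cnp-KO CBM and from 34601402 to 59524295 (median 38471716) in Cnp-WT CBM. In the Plp1 line the range was 20566030 to 30439246 (median 25743363) for KO FC, 17710537 to 26567643 (median 22075426) for WT FC, 27644833 to 36048241 (median 30784330) for KO CBM and 16377270 to 21585994 (median 21412589) for WT CBM. In the Ugt8 line it was 15654940 to 25961462 (median 23195883) for KO FC, 17174627 to 41548297 (median 24832654) for WT FC, 2328615 to 26623469 (median 23546485) for KO CBM and 16768289 to 33407087 (median 19414362) for WT CBM.
For each line and region, genes with fewer than 100 counts in 80% or more of the libraries were left out, as in the paper, which left 12201 to 13336 genes. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test, KO against WT, and a gene passed at a Benjamini-Hochberg adjusted p under 0.3 with an unadjusted p under 0.05, the paper's thresholds. Levels are given as CPM, the count of a gene relative to the library's total after TMM scaling. Fold changes are KO over WT. Gene lists were tested with limma's camera test at a preset correlation between genes of 0.01 and passed at an adjusted p under 0.05, and their medians and numbers above or below 0 are of differences of mean log2 CPM, the scale of that test, which can differ from edgeR's log2 fold change of a single gene. The adjusted p with the correlation estimated from the data stands beside most lists that passed in the main comparisons, and beside only some lists in the other fits. Cnp-KO mouse 1, which the paper marks in Figure S2, is left out of both regions unless it is named. The replicate block, named for some results, takes the replicate number as a block. These numbers do not pair KO with WT libraries, so a result lost with the block need not reflect a pairing of the mice.
The targeted gene was lower in every KO library than in every WT library of its line and region. Cnp, which encodes an enzyme of noncompact myelin, lies on chromosome 11 of mm10 from 100574904 to 100591729. It was at 20.3 ± 3.14 CPM (SD, n = 4) in Cnp-KO FC and at 683 ± 66.3 CPM (SD, n = 5) in Cnp-WT FC, a log2 fold change of -5.08 (SE 0.13, adjusted p = 5.93e-10 from edgeR). In the CBM it was at 31.5 ± 3.67 CPM (SD, n = 4) against 1230 ± 35.2 CPM (SD, n = 3), a log2 fold change of -5.29 (SE 0.11, adjusted p = 7.48e-07). Plp1, which encodes the main protein of compact myelin, lies on chromosome X from 136822671 to 136839733. It was at 13.9 ± 3.77 CPM (SD, n = 5) in Plp1-KO FC against 1330 ± 1340 CPM (SD, n = 5), a log2 fold change of -6.58 (SE 0.70, adjusted p = 0.0254). In the CBM it was at 58.7 ± 6.16 CPM (SD, n = 5) against 2940 ± 1160 CPM (SD, n = 5), a log2 fold change of -5.65 (SE 0.37, adjusted p = 0.000271). These WT means hold the libraries labelled Plp1-WT FC 4, at 3650 CPM (others 380 to 1160), and Plp1-WT CBM 4, at 946 CPM (others 3150 to 3890). Both fold changes of Plp1 rest in part on them. Ugt8a, the mouse gene for the enzyme that makes galactosylceramide, lies on chromosome 3 from 125865271 to 125938619. It was at 32.0 ± 5.06 CPM (SD, n = 5) in Ugt8-KO FC against 168 ± 68.3 CPM (SD, n = 5), a log2 fold change of -2.39 (SE 0.26, adjusted p = 0.0182). In the CBM it was at 55.7 ± 15.3 CPM (SD, n = 5) against 552 ± 46.1 CPM (SD, n = 5), a log2 fold change of -3.31 (SE 0.21, adjusted p = 0.000123). The exact two-sided permutation p of the targeted gene was 0.0286 for Cnp in the CBM and 0.00794 in the other comparisons, the smallest that these group sizes allow.

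**Figure D1:**
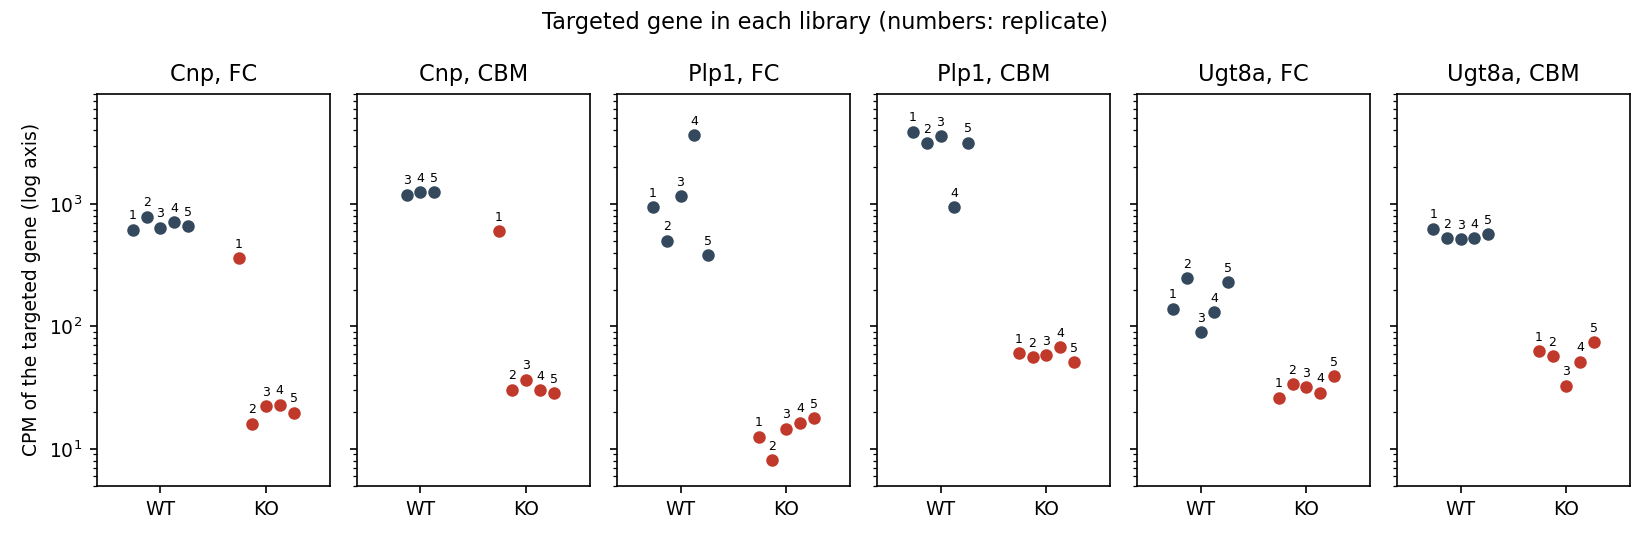
CPM of the targeted gene (log axis) in each WT library (dark points) and each KO library (red points) of the 3 lines in the FC and CBM, numbered by replicate. Cnp-KO mouse 1, at 360 CPM in the FC and 597 CPM in the CBM, lies between the other KO and the WT libraries.

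Genes that part the CBM from the FC were scored in each library, with 0 at the mean of the FC and 1 at the mean of the CBM. The 100 genes of each region were taken from the WT mice of the Cnp and Ugt8 lines. The library labelled Plp1-WT FC 4 scored 0.952 and the library labelled Plp1-WT CBM 4 scored -0.029. The other 29 FC libraries lay from -0.044 to 0.082 and the other 27 CBM libraries from 0.481 to 1.056. Of these, Cnp-KO CBM 5 was the lowest, and Ugt8-KO CBM 3 and 4 followed at 0.725 and 0.728.

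**Figure D2:**
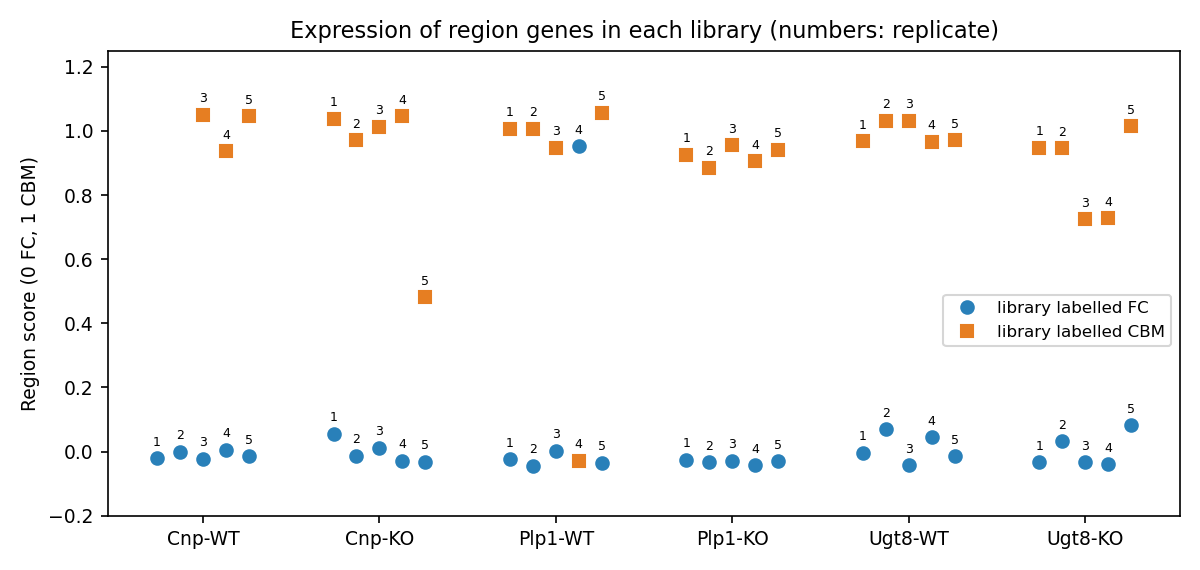
Region score of each library (0, mean of FC; 1, mean of CBM) by line and genotype, numbered by replicate, with circles for libraries labelled FC and squares for libraries labelled CBM. The 2 libraries of Plp1-WT mouse 4 lie at 0.952 (labelled FC) and -0.029 (labelled CBM), and Cnp-KO CBM 5 lies at 0.481.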

We profiled RNA from the FC and CBM because these two regions were also profiled in the human AD postmortem brain tissue study, from which the COLBN was generated. 

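In the CBM of Cnp-KO mice, 4 of 13336 genes passed the test against Cnp-WT mice (4 libraries against 3), and all 4 lie on chromosome 11. Utp18, which encodes a nucleolar protein of ribosomal RNA processing, was higher at 110 ± 11.1 CPM (SD, n = 4) against 59.8 ± 2.88 CPM (SD, n = 3), a log2 fold change of 0.88 (SE 0.10, adjusted p = 0.0925 from edgeR). Cnp itself was lower, as were Krt28, a keratin gene, and Rsad1, a gene of the radical SAM family. Krt28 fell from 7.25 ± 1.12 to 0.867 ± 0.376 CPM (SD), a log2 fold change of -3.11 (SE 0.33, adjusted p = 0.0889), and Rsad1 from 27.3 ± 0.973 to 15.0 ± 1.59 CPM (SD), a log2 fold change of -0.86 (SE 0.11, adjusted p = 0.161). Utp18 lies from 93859243 to 93885766, Rsad1 from 94539798 to 94549255 and Krt28 from 99364872 to 99374903, 6.69, 6.03 and 1.20 Mb from Cnp. At an unadjusted p under 0.05, 246 genes were higher and 142 lower, DESeq2 called 9 genes and voom with q-values called 4. With Cnp-KO mouse 1 included, edgeR called 0 of 13337 genes, with 512 higher and 229 lower at an unadjusted p under 0.05, DESeq2 called 9 and voom with q-values 0. Utp18, Krt28 and Rsad1 then had log2 fold changes of 0.79, -2.38 and -0.80 (adjusted p = 0.762, 0.762 and 0.566).
Among gene lists, 70 chromatin modifiers had a median log2 fold change of 0.15 in Cnp-KO CBM, with 56 above 0 (adjusted p = 2.38e-05 from camera, adjusted p = 0.873 with an estimated correlation). Of 19 interferon response genes, 18 lay below 0 with a median of -0.36 (adjusted p = 2.67e-05, adjusted p = 0.873 with an estimated correlation). No member of either list passed singly in edgeR, over all genes or adjusted over the list alone. The medians were 0.24 (adjusted p = 2.31e-09) and -0.40 (adjusted p = 6.6e-06) with Cnp-KO mouse 1 included. With the length and GC trend removed the chromatin modifiers had a median of 0.05 and did not pass (adjusted p = 0.151). Beside these, the 19 markers of cerebellar granule neurons had a median of -0.19 (adjusted p = 0.0484, adjusted p = 0.873 with an estimated correlation), and Cnp-KO CBM 5 stood between the regions on the region score. Without Cnp-KO CBM 5, 5 genes passed, 2 higher and 3 lower, the medians of the chromatin modifiers and the interferon response genes were 0.19 and -0.48, and that of the granule neuron markers was 0.06, on the other side of 0 (adjusted p = 0.30). The number of genes that passed was 2 without Cnp-KO CBM 2, 822 without Cnp-KO CBM 4 and 1 without any of the 3 Cnp-WT libraries. By their X- and Y-linked transcripts Cnp-KO mouse 4 and Cnp-WT mouse 3 were female and the other mice of this comparison male.
In the FC of Plp1-KO mice, Plp1 was the 1 gene of 12366 that passed (5 libraries against 5). At an unadjusted p under 0.05, 162 genes were higher and 706 lower. DESeq2 called 4 genes and voom with q-values 541, and edgeR called 2217 without Plp1-WT FC 5. No list member other than Plp1 passed singly in edgeR, yet 3 lists of organelle genes had medians above 0. The 76 genes of the respiratory chain and ATP synthase had a median log2 fold change of 0.18, with 74 above 0 (adjusted p = 5.55e-11 from camera, adjusted p = 0.67 with an estimated correlation). The cytosolic ribosomal proteins had a median of 0.20, with 77 of 78 above 0 (adjusted p = 1.92e-09, adjusted p = 0.67 with an estimated correlation), and the 77 mitochondrial ribosomal proteins one of 0.12 (adjusted p = 7.31e-06, with the same estimate of 0.67 for the adjusted p). With the length and GC trend removed these 3 medians were 0.08, 0.09 and 0.03, and none of the 3 lists passed (adjusted p = 0.0617, 0.0508 and 0.244). The 70 chromatin modifiers had a median of -0.34 (adjusted p = 5.55e-11, adjusted p = 0.67 with an estimated correlation), and 23 of them were lower when adjusted over the list alone. Along with these, markers of cerebellar granule neurons had a median of -0.88, with 13 of 14 below 0 (adjusted p = 0.0285, adjusted p = 0.67 with an estimated correlation). The library labelled Plp1-WT FC 4 is among the WT libraries here. Without mouse 4, again 1 gene passed (800 at an unadjusted p under 0.05), the granule neuron markers had a median of -0.07, the respiratory chain 0.12 with 75 of 76 above 0 (adjusted p = 5.04e-09, adjusted p = 0.878 with an estimated correlation) and the cytosolic ribosomal proteins 0.07 with 73 of 79 above 0 (adjusted p = 0.000242, adjusted p = 0.906 with an estimated correlation).
Whether the effect of the knockout differed between FC and CBM was tested within mice by the interaction of genotype and region. For Cnp-KO, 0 of 13442 genes passed in edgeR, with 235 at an unadjusted p under 0.05, and 0 passed without Cnp-KO mouse 5, whose CBM library stands between the regions. For Plp1-KO, 0 of 12850 passed, with 827 at an unadjusted p under 0.05, and without Plp1-WT mouse 4 the number that passed was 2220 of 12942, 1325 with the higher log2 fold change in the CBM and 895 with the lower. No other tool was run on the interaction.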

We selected this time point because we wanted to focus on gene changes that occurred prior to the development of axonal pathology and therefore more directly would allow us to determine gene changes characteristic of the prodromic stage of the disease.We identified no DEGs for Δ*Cnp* in the CBM and Δ*Plp1* in the FC, while we found that all of the other DEG signatures were significantly enriched in the downstream neighborhoods of their corresponding driver genes (Fig. 6c-d). *UGT8* encodes an enzyme that transfers galactose to ceramide to generate galactosylceramide, which makes up approximately one-fourth of myelin lipid dry mass [50]. *UGT8*’s 5-layer neighborhood is most enriched for the *Ugt8* KO signature in the CBM (FE = 2.1, *p* = 2.4e-9). 

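In the CBM of mice without the enzyme of galactosylceramide synthesis (Ugt8-KO), 15 of 25 genes that glucocorticoids induce were higher, and 11 of 26 genes of cholesterol synthesis, 8 of 19 of heat shock and 9 of 24 of the unfolded protein and integrated stress response were lower than in Ugt8-WT mice. Of 12201 genes tested, 1346 were higher and 574 lower (5 libraries against 5, edgeR), of which 7 and 3 had an adjusted p under 0.05. None of the glucocorticoid-responsive genes was lower, and their median log2 fold change was 0.60 (adjusted p = 2.77e-10 from camera, adjusted p = 0.0802 with an estimated correlation). Plin4, a lipid droplet protein gene, rose from 2.80 ± 0.415 to 18.1 ± 6.87 CPM (SD, n = 5 each), a log2 fold change of 2.67 (SE 0.29, adjusted p = 0.0133 from edgeR). Fkbp5, a co-chaperone gene of the glucocorticoid receptor, rose from 15.0 ± 4.64 to 39.0 ± 8.66 CPM (SD, n = 5 each), a log2 fold change of 1.37 (SE 0.23, adjusted p = 0.0654).
None of the cholesterol synthesis genes was higher, and their median was -0.38 (adjusted p = 3.01e-07, adjusted p = 0.442 with an estimated correlation). The lower ones included Sqle, which encodes squalene epoxidase, with a log2 fold change of -0.70 (SE 0.12, adjusted p = 0.0741), Idi1 with -0.99 (SE 0.18, adjusted p = 0.0939) and Ebp with -0.69 (SE 0.11, adjusted p = 0.0654). The heat shock genes had a median of -0.46 (adjusted p = 5.96e-07, adjusted p = 0.442 with an estimated correlation), with Chordc1 at -0.86 and Hsph1 at -0.64 among the lower. Of the unfolded protein and integrated stress response 1 gene was higher (median of the list -0.37, adjusted p = 0.000282, adjusted p = 0.442 with an estimated correlation), with Calr at -0.79 and Sdf2l1 at -0.95 among the lower. Of 45 myelin structure genes 43 were measured, and 2 were higher and 4 lower (median -0.01), and the list did not pass. For each of these lists the counts of higher and lower members were equal when adjusted over the list alone.
Of 23 microglial markers 9 were higher and none was lower, with a median of 0.31 (adjusted p = 0.000232, adjusted p = 0.442 with an estimated correlation), and adjusted over the list alone 9 were higher, and with Y-linked expression as a covariate the list did not pass (median 0.18, adjusted p = 0.159). Of 15 markers of the choroid plexus and ependyma, 4 were higher, with a median of 0.81 (adjusted p = 0.000103, adjusted p = 0.442 with an estimated correlation), and adjusted over the list alone 4 were higher. The 76 genes of the respiratory chain and ATP synthase all lay below 0, with a median of -0.56 (adjusted p = 1.25e-09, adjusted p = 0.669 with an estimated correlation), and 1, Cox5a, was lower (0 adjusted over the list alone). The 78 cytosolic ribosomal proteins had a median of -0.47 (adjusted p = 8.87e-06, adjusted p = 0.789 with an estimated correlation), and none passed singly.
Ugt8-KO CBM 3 and 4 had 8070 and 16100 CPM in genes of olfactory and vomeronasal receptors, against at most 459 CPM in the other 56 libraries. Without these 2 libraries, 1562 genes were higher and 1356 lower of 12331 tested, and 1044 of the 1920 genes passed again. The median of the glucocorticoid-responsive genes was then 0.55, with 19 higher, that of cholesterol synthesis -0.33, with 17 lower, that of the microglial markers 0.32, with 11 higher and 1 lower, and that of the choroid plexus markers 1.06, with 5 higher. The heat shock genes were then at -0.18, with 8 lower, and the unfolded protein and integrated stress response at -0.14, with 10 lower and 1 higher (adjusted p = 0.0129). That of the respiratory chain was then 0.07 (adjusted p = 0.0813) and that of the cytosolic ribosomal proteins 0.18 (adjusted p = 3.91e-08, adjusted p = 0.573 with an estimated correlation), with 23 of the latter higher. These lists without the 2 libraries were added after seeing the data, and with an estimated correlation the adjusted p was 0.293 for the glucocorticoid-responsive genes, 0.443 for cholesterol synthesis, 0.414 for the microglial markers and heat shock and 0.573 for the choroid plexus markers and the unfolded protein response. The number of genes that passed also moved when 1 library was left out, to 221 without Ugt8-KO CBM 4, 1164 without Ugt8-KO CBM 3, 2887 without Ugt8-KO CBM 1, and to 25, 25, 17, 24 and 28 without Ugt8-WT CBM 1, 2, 3, 4 and 5. By their X- and Y-linked transcripts Ugt8-KO mice 1, 2 and 4 were female and the Ugt8-WT mice male, and with Y-linked expression as a covariate for sex 4 genes passed. Ugt8-KO CBM 3, from a male mouse, had Ddx3y at 33.8 CPM against 153 to 234 CPM in Ugt8-WT CBM. The covariate thus does not measure sex alone in the CBM.
The knockout effects in CBM and FC were set against each other within mice. Of 12822 genes, 0 passed the edgeR test of the interaction of genotype and region in the Ugt8 line, with 1412 at an unadjusted p under 0.05, and without Ugt8-KO CBM 3 and 4 the number that passed was 789.

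**Figure D3:**
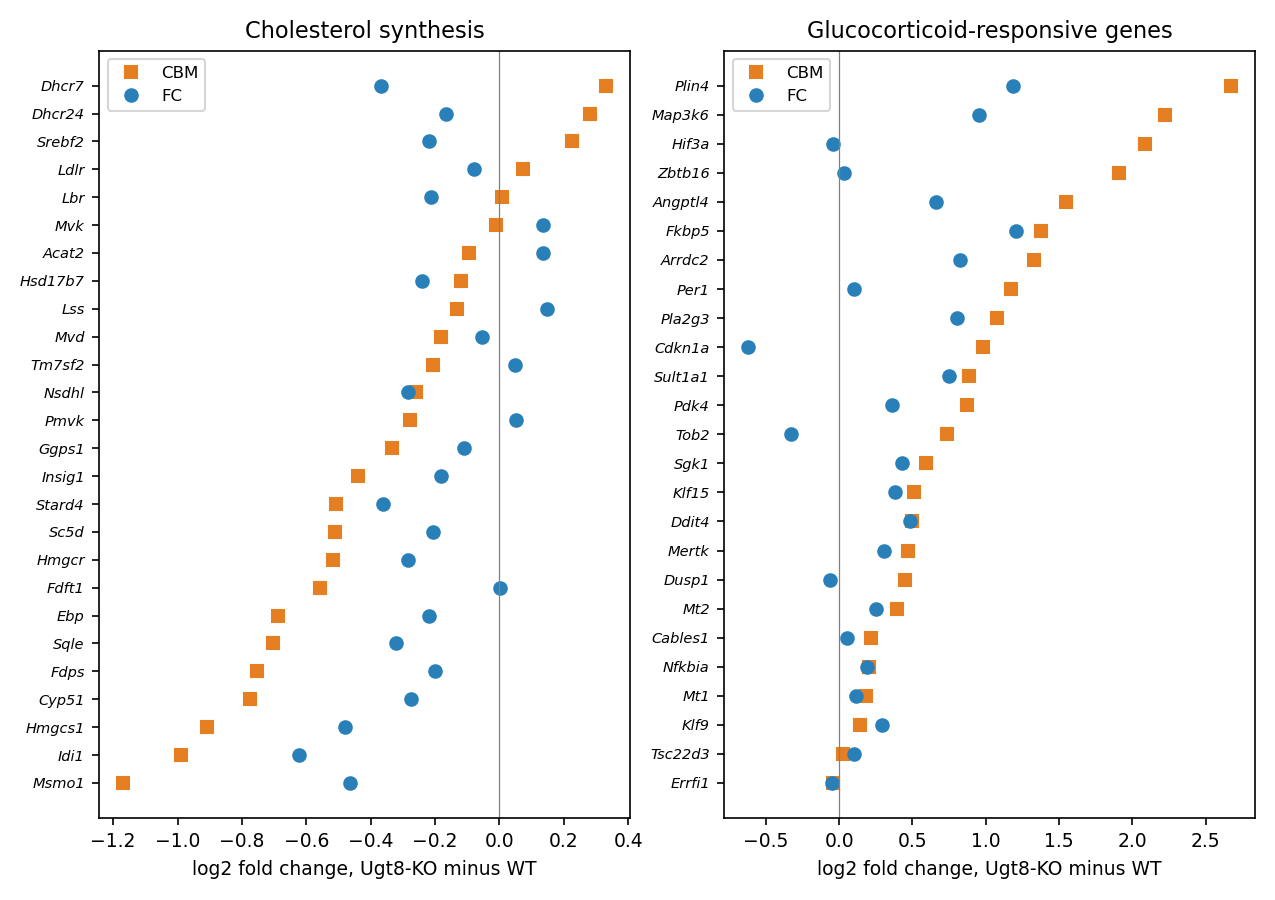
Log2 fold change from edgeR, Ugt8-KO over Ugt8-WT, of 26 cholesterol synthesis genes and 25 glucocorticoid-responsive genes in the CBM (squares) and FC (circles), ordered by the value in the CBM. In the CBM, 21 of the cholesterol synthesis genes lie below 0 and 24 of the glucocorticoid-responsive genes above 0.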

One validated downstream target of *UGT8* is *LIPA*, which encodes a lysosomal cholesterol-metabolizing enzyme associated with genetic polymorphisms that affect plasma 24S–hydroxycholesterol/cholesterol levels in AD patients [51] (Fig. 5d). 

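Lipa, the mouse gene for lysosomal acid lipase, lies on chromosome 19 of mm10 from 34492318 to 34527474. It was lower in Ugt8-KO FC, at 23.7 ± 1.19 CPM (SD, n = 5) against 33.5 ± 3.36 CPM (SD, n = 5) in Ugt8-WT FC, a log2 fold change of -0.50 (SE 0.09, adjusted p = 0.0533 from edgeR), and every KO library lay below every WT library. With Y-linked expression as a covariate for sex its log2 fold change was -0.45 and its adjusted p 0.328, above the threshold of 0.3. In the CBM it was at 28.6 ± 5.73 CPM (SD, n = 5) against 34.7 ± 3.52 CPM (SD, n = 5), a log2 fold change of -0.27 (SE 0.15, adjusted p = 0.368), and did not pass, where it passed with all lines in 1 fit (adjusted p = 0.152) and without Ugt8-KO CBM 1 (adjusted p = 0.216). Without Ugt8-KO CBM 3 and 4 its log2 fold change in the CBM was -0.09 (adjusted p = 0.569). Among the other genes drawn in Fig. 5d, Rasgrp3, a guanine nucleotide exchange factor gene, was lower in the FC with a log2 fold change of -0.63 (adjusted p = 0.0849), as was Car2, a carbonic anhydrase gene, with -0.44 (adjusted p = 0.174). Trf, which encodes transferrin, was lower in the CBM, at 518 ± 180 CPM (SD, n = 5) against 929 ± 91.6 CPM (SD, n = 5), a log2 fold change of -0.84 (SE 0.24, adjusted p = 0.242). Uap1l1 was higher in both regions, by a log2 fold change of 0.73 in the CBM (adjusted p = 0.202) and 0.31 in the FC (adjusted p = 0.226). Rasgrp3 had a log2 fold change of 0.04 in the CBM (adjusted p = 0.964) and, without Ugt8-KO CBM 3 and 4, one of -0.83 (adjusted p = 0.0125).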

The key driver *CNP* encodes a protein that plays a role in OL process outgrowth and promoting axon survival [23, 52]. *CNP*’s 5-layer neighborhood is significantly enriched for the *Cnp* KO signature in the FC (FE = 1.7, *p* = 6.4e-6). 

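In the FC of Cnp-KO mice 4 of 13057 genes passed the test against Cnp-WT mice (4 libraries against 5), all lower and all on chromosome 11. Beside Cnp these were Krt12, a keratin gene known from the cornea, Rdm1, a gene of the response to DNA damage, and Coa3, a gene for an assembly factor of cytochrome c oxidase. Krt12 was at 6.86 ± 0.72 CPM (SD, n = 4) against 61.8 ± 14.1 CPM (SD, n = 5), a log2 fold change of -3.17 (SE 0.18, adjusted p = 4.22e-06 from edgeR). Rdm1 was at 2.37 ± 0.0932 against 5.37 ± 0.681 CPM (SD), a log2 fold change of -1.18 (SE 0.13, adjusted p = 0.00477), and Coa3 at 49.3 ± 7.34 against 75.4 ± 3.62 CPM (SD), a log2 fold change of -0.61 (SE 0.10, adjusted p = 0.103). Krt12 lies from 99415666 to 99422259, Coa3 from 101277968 to 101279114 and Rdm1 from 101627195 to 101636100, within 1.15 Mb of Cnp. With Cnp-KO mouse 1 included, Coa3 was the 1 gene of 12880 that passed, with a log2 fold change of -0.58 (adjusted p = 0.278), and Krt12 and Rdm1 were at -2.24 (adjusted p = 0.447) and -0.97 (adjusted p = 0.414).
At an unadjusted p under 0.05, 956 genes were higher and 724 lower, and the smallest adjusted p among genes that did not pass was 0.388. DESeq2 called 1228 genes and voom with q-values, the paper's method, 1495, with the same thresholds. With Cnp-KO mouse 1 included DESeq2 called 440 genes and voom with q-values 9. Without Cnp-KO FC 3 the edgeR test called 2500 genes, and without Cnp-KO FC 4 it called 2332. By their X- and Y-linked transcripts Cnp-KO mouse 4 and Cnp-WT mice 1 and 3 were female and the other mice male, Cnp-KO mouse 3 among them. In 412 genes, 3.16% of those tested, every KO library lay on 1 side of every WT library, where chance gives 1.59%. Of 34 other key drivers of COLBN that were measured, none passed singly in edgeR over all 9 libraries, and 3 were higher when adjusted over the list alone. Trim59 and Dock10, which are among them, were called by DESeq2 and voom, and by edgeR without Cnp-KO FC 3 and without Cnp-KO FC 4. Their median log2 fold change was 0.06, with 25 above 0 (adjusted p = 0.03 from camera, adjusted p = 0.675 with an estimated correlation), and it was 0.06 with Cnp-KO mouse 1 included (adjusted p = 0.0328). The list did not pass without Cnp-KO FC 4 or Cnp-WT FC 1, 3 or 5 (adjusted p from 0.0865 to 0.307). Nor did it with the replicate block (median 0.04, adjusted p = 0.207) or with the length and GC trend removed (median 0.07, adjusted p = 0.0596).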

One of the validated downstream targets of *CNP* is *SEC14L5*, which has been previously found to be down-regulated in CA1 in AD [53] (Fig. 5c). 

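Sec14l5, a gene of the SEC14 family of lipid-binding proteins, lies on chromosome 16 of mm10 from 5147109 to 5187271. It was at 4.62 ± 0.287 CPM (SD, n = 4) in Cnp-KO FC and at 3.82 ± 0.417 CPM (SD, n = 5) in Cnp-WT FC, a log2 fold change of 0.27 (SE 0.12, adjusted p = 0.388 from edgeR), and did not pass, where voom with q-values called it (q = 0.296). Its log2 fold change was 0.29 (adjusted p = 0.479) over all 5 Cnp-KO mice. The other genes drawn in Fig. 5c had log2 fold changes from 0.25 for Ppp2r3a, a gene for a subunit of protein phosphatase, to 0.46 for Trim59, with 0.33 for Plxnb3, a plexin gene, 0.40 for Fam13c, 0.28 for Dock10, and 0.31 for Amotl2 and Tmem63a. Each had an adjusted p of 0.388 and did not pass in edgeR, and DESeq2 and voom called all 7. In Ugt8-KO CBM, Sec14l5 was higher, at 19.1 against 9.75 CPM, a log2 fold change of 0.95 (SE 0.34, adjusted p = 0.252). In Plp1-KO CBM its log2 fold change was 0.71 (SE 0.34, adjusted p = 0.487).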

Finally, the key driver *PLP1* encodes a protein that is the most abundant protein in CNS myelin sheaths [54], regulates OPC process outgrowth [55], and promotes axonal integrity [56]. *PLP1*’s 5-layer neighborhood is significantly enriched for the *Plp1* KO signature in the CBM (FE = 2.0, *p* = 1.2e-4). 

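In the CBM of Plp1-KO mice 262 genes were higher and 135 lower than in Plp1-WT mice, of 12561 tested (5 libraries against 5, edgeR). Of these, 1 and 2 had an adjusted p under 0.05. Glra4, a glycine receptor gene that lies 42.5 kb from Plp1 on chromosome X, rose from 0.687 ± 0.21 to 27.6 ± 13.2 CPM (SD, n = 5 each), a log2 fold change of 5.32 (SE 0.37, adjusted p = 0.000271). Rgcc, a gene of cell cycle regulation, fell from 27.7 to 18.9 CPM, a log2 fold change of -0.55 (SE 0.07, adjusted p = 0.0487), and Fabp7, a fatty acid binding protein gene of radial glia and astrocytes, from 154 ± 39.7 to 86.1 ± 5.57 CPM (SD, n = 5 each), a log2 fold change of -0.84 (SE 0.17, adjusted p = 0.239).
Lists of genes of later oligodendrocytes had medians above 0, and with all libraries that of oligodendrocyte progenitors did not. Without the library labelled Plp1-WT CBM 4 the progenitor list also passed above 0, and the difference between the stages was not tested. The other key drivers of COLBN had a median log2 fold change of 0.45, with 33 of 34 above 0 (adjusted p = 2.74e-08 from camera, adjusted p = 0.412 with an estimated correlation), and adjusted over the list alone 8 were higher and 1 lower. Over all genes tested, Man2a1, a mannosidase gene, was the 1 key driver that passed, lower with a log2 fold change of -0.34 (adjusted p = 0.239). Cldn11, a tight junction gene of myelin, was at 619 ± 94.3 CPM (SD, n = 5) against 338 ± 135 CPM (SD, n = 5), a log2 fold change of 0.87 (SE 0.32, adjusted p = 0.372). Of 134 genes of the OL protein module 11 were higher and none was lower (29 higher when adjusted over the list alone), with a median of 0.15 (adjusted p = 1.46e-07, adjusted p = 0.412 with an estimated correlation). Both lists come from the paper's human data. Of 16 markers of newly formed oligodendrocytes Fyn and Tcf7l2 were higher (5 higher when adjusted over the list alone), with a median of 0.33 (adjusted p = 0.00148, adjusted p = 0.412 with an estimated correlation). Of 23 markers of oligodendrocyte progenitors 11 lay above 0 and 12 below, and the list did not pass (adjusted p = 0.279). Olig1 and Olig2, transcription factor genes of the lineage, were its 2 members that were higher, with log2 fold changes of 0.82 and 0.71 (SE 0.19 and 0.17), and 4 were higher and 1 lower when adjusted over the list alone. Of 20 genes of fatty acid synthesis Scd2, Scd1 and Elovl1 were higher (4 higher and 1 lower when adjusted over the list alone), with a median of 0.14 (adjusted p = 0.00188, adjusted p = 0.412 with an estimated correlation).
Lists of other cells also passed. All 16 markers of the choroid plexus and ependyma lay above 0, with a median of 1.08 (adjusted p = 0.00134, adjusted p = 0.622 with an estimated correlation), and 1 was higher (1 when adjusted over the list alone). Of 23 microglial markers 19 lay below 0, with a median of -0.19 (adjusted p = 0.0391, adjusted p = 0.809 with an estimated correlation), and none passed over all genes or adjusted over the list alone. All 16 markers of neurons of the deep cerebellar nuclei and brainstem lay above 0, with a median of 0.71 (adjusted p = 5.29e-09, adjusted p = 0.412 with an estimated correlation), and 6 were higher (8 when adjusted over the list alone). Slc17a6, a vesicular glutamate transporter gene, rose from 33.9 ± 19.6 to 91.2 ± 23.7 CPM (SD, n = 5 each), a log2 fold change of 1.43 (SE 0.34, adjusted p = 0.239), and Nefh, a neurofilament gene, had one of 1.17 (SE 0.31). Purkinje neuron markers had a median of 0.37 (adjusted p = 0.0239, adjusted p = 0.792 with an estimated correlation).
The library labelled Plp1-WT CBM 4 scored with the FC on the region score. Without it, 2087 genes were higher and 1772 lower of 12704 tested, 1428 of them at an adjusted p under 0.05. The deep cerebellar and brainstem markers then had a median of 0.59, with 10 higher and 1 lower, the Purkinje markers one of -0.15, and the key drivers of COLBN one of 0.22, with 15 higher and 1 lower. The choroid plexus and microglial lists then did not pass, with medians of 0.49 (adjusted p = 0.209) and 0.09 (adjusted p = 0.16), and that of the progenitors did, with a median of 0.18 (adjusted p = 0.0346, adjusted p = 0.664 with an estimated correlation). Without another library the number of genes that passed was 4 for Plp1-KO CBM 1 and 2, 3 for Plp1-KO CBM 3, 4 and 5, 3 for Plp1-WT CBM 1 and 5, and 213 for Plp1-WT CBM 2. DESeq2 called 1116 genes and voom with q-values 1058, and edgeR called 6 with no filter on low counts, 42 with the spread shared across all lines and 1551 with the Y-linked expression as a covariate. By their X- and Y-linked transcripts all mice of the Plp1 line were male, so this covariate does not adjust for sex here. From the overlaps of the 3 knockout signatures with the genes downstream of their drivers in the network, the paper concludes that the in vivo perturbations bear out its structure and name downstream targets.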

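Fgf1, which encodes acidic fibroblast growth factor, lies on chromosome 18 of mm10 from 38838673 to 38929472. It was higher in Plp1-KO CBM, at 65.7 ± 11.0 CPM (SD, n = 5) against 41.7 ± 8.80 CPM (SD, n = 5) in Plp1-WT CBM, a log2 fold change of 0.65 (SE 0.17, adjusted p = 0.239 from edgeR). Without the library labelled Plp1-WT CBM 4 its log2 fold change was 0.53 (SE 0.11, adjusted p = 0.0166), with 45.7 ± 3.47 CPM (SD, n = 4) in Plp1-WT CBM. It did not pass with no filter (adjusted p = 0.379), with the replicate block (adjusted p = 0.523), or without any 1 of the 5 KO libraries, Plp1-WT CBM 1 or Plp1-WT CBM 5 (adjusted p from 0.351 to 0.599), and its log2 fold change was 0.55 to 0.71 in these fits. Of the other genes drawn in Fig. 5b, Mobp, a myelin protein gene, had a log2 fold change of 0.78 (adjusted p = 0.457), Dock10 one of 0.54 (adjusted p = 0.349) and Tjap1, a tight junction gene, one of 0.31 (adjusted p = 0.30), and none of the 3 passed in edgeR. Without that library they were at 0.54 (adjusted p = 0.0223), 0.44 (adjusted p = 0.0763) and 0.27 (adjusted p = 0.0787), and each passed.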

A validated downstream target of *Plp1* is *Fgf1* (Fig. 5b), which encodes a protein that has been found to stimulate neuronal growth and promote remyelination [57] and has been found to have increased levels in the CSF in AD [58].

Overall, as with the in vitro perturbation data, the in vivo perturbation experiments strongly support the network structure of COLBN and pinpoint specific downstream targets to explain how dysregulation of the key drivers may help mediate AD pathology.

### Perturbations of key OL network drivers in mice mimic aspects of dysregulation in human AD brain samples

Since the key drivers of COLBN are predicted to orchestrate the expression of a network with a strong genetic association with AD, we hypothesized that the KO signatures of COLBN key drivers in vivo would mimic their gene expression dysregulation in human AD brains. In order to test this hypothesis, we performed gene ontology analysis on DEG signatures from postmortem brain tissue from both key driver KO mice and patients with AD. The DEG signatures in AD were derived based on samples from the PFC in the Harvard Brain Tissue Resource Center cohort [26] and samples from the hippocampus (HIPP) in the University of Kentucky Brain Bank cohort [40], because these regions are among those with the strongest AD pathology. Overall, the enrichment of DEGs from the human AD cases in these gene compartments show several similar dysregulation patterns as that seen in the key driver knockouts (Fig. 7a). For example, we identified a strong enrichment for genes in the gene ontology (GO) category “mitochondrial protein complex” in the down-regulated Δ*Cnp* signature (FE = 10.6, *p* = 8.2e-22) and the down-regulated AD HIPP signature (FE = 6.7, *p* = 7.5e-11). 

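Genes of the respiratory chain and ATP synthase lay below 0 as a group in Cnp-KO FC, by small amounts. Of 76 measured, 74 had a lower mean log2 CPM in Cnp-KO than in Cnp-WT FC (4 libraries against 5), and the median log2 fold change was -0.17 (adjusted p = 1.3e-16 from camera). The adjusted p was 0.675 with an estimated correlation. None passed singly in edgeR over all genes, where 32 were lower when adjusted over the list alone. The 77 mitochondrial ribosomal proteins all lay below 0, with a median of -0.12 (adjusted p = 2.32e-11, adjusted p = 0.675 with an estimated correlation), and none passed in edgeR over all genes or adjusted over the list alone. Over all 5 Cnp-KO mice the medians were -0.14 for the respiratory chain (adjusted p = 2.18e-13) and -0.10 for the mitochondrial ribosomal proteins (adjusted p = 2.02e-10). The 23 genes of the TCA cycle and malate-aspartate shuttle had a median of -0.05 (adjusted p = 0.179). In Cnp-KO CBM the respiratory chain had a median of -0.05, with 55 of 76 below 0 (adjusted p = 0.0113, adjusted p = 0.879 with an estimated correlation), and it was at 0 and did not pass with the length and GC trend removed (adjusted p = 0.68). It also did not pass with the replicate block or without Cnp-KO CBM 2, Cnp-KO CBM 3 or Cnp-WT CBM 5 (medians -0.03 to -0.01).
The mice of one genotype differed among themselves in this list. Its mean log2 level, set to 0 at the WT mean, was -0.35 in Cnp-KO FC 2 and -0.06 in Cnp-KO FC 4, and -0.14 in Cnp-WT FC 3 and 0.07 in Cnp-WT FC 1. The exact permutation p of this mean over the 9 mice was 0.0397, and 0.0794 when adjusted over the respiratory chain and the cytosolic ribosomal proteins. Other lists also lay to 1 side of 0 in the same libraries. The 70 chromatin modifiers had a median of 0.25, with 67 above 0 (adjusted p = 2.06e-14, adjusted p = 0.675 with an estimated correlation), and 32 were higher when adjusted over the list alone. The 26 microglial markers had a median of -0.16, with 23 below 0 (adjusted p = 0.000185, adjusted p = 0.675 with an estimated correlation), and 1 was higher and 6 were lower when adjusted over the list alone. With Cnp-KO mouse 1 included these medians were 0.19 (adjusted p = 6.09e-12) and -0.17 (adjusted p = 1.81e-06). With the length and GC trend removed the microglial markers had a median of -0.11 and did not pass (adjusted p = 0.0623).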

We next found that the down-regulated Δ*Cnp* and AD HIPP signatures intersected along with the mitochondrial gene set substantially more than expected due to chance (FE = 34, *p* = 2.1e-9; Fig. 7b), suggesting that the actual genes dysregulated in the mitochondria are similar between *Cnp*-KO mice and in the hippocampus of AD patients. For example, *COX6A1*, a mitochondrial-associated gene in which mutations are causative of peripheral neuropathy [59], was found to be down-regulated in both *Cnp*-KO mice and in the hippocampus of AD patients. 

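Cox6a1, which encodes a subunit of cytochrome c oxidase, lies on chromosome 5 of mm10 from 115345642 to 115348981. It was at 142 ± 21.4 CPM (SD, n = 4) in Cnp-KO FC and at 204 ± 18.6 CPM (SD, n = 5) in Cnp-WT FC, a log2 fold change of -0.52 (SE 0.10, adjusted p = 0.388 from edgeR). Its unadjusted p was 0.000271, and it did not pass in edgeR. DESeq2 (adjusted p = 0.00455) and voom with q-values (q = 0.296) called it, as did edgeR without Cnp-KO FC 3 (adjusted p = 0.0952) and without Cnp-KO FC 4 (adjusted p = 0.0829), and with the Y-linked covariate (adjusted p = 0.299). Over all 5 Cnp-KO mice its log2 fold change was -0.49 (adjusted p = 0.447) in the FC and -0.39 (adjusted p = 0.762) in the CBM. In Cnp-KO CBM its log2 fold change was -0.36 (SE 0.12, adjusted p = 0.928), at 155 against 199 CPM, and in Plp1-KO CBM it was 0.33 (adjusted p = 0.387).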

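Cytosolic ribosomal proteins lay below 0 as a group in Cnp-KO FC and in Plp1-KO CBM, by small amounts. In Cnp-KO FC 74 of 79 were below 0, with a median log2 fold change of -0.14 (adjusted p = 4.52e-13 from camera, adjusted p = 0.675 with an estimated correlation). None of them passed singly in edgeR over all genes, where 23 were lower when adjusted over the list alone. The median was -0.12 (adjusted p = 6.09e-12) over all 5 Cnp-KO mice. In Plp1-KO CBM 62 of 79 were below 0, with a median of -0.12 (adjusted p = 5.11e-08, adjusted p = 0.534 with an estimated correlation). There Rpl7, Rpl35a and Rps15a were lower, with log2 fold changes of -0.21, -0.26 and -0.20, and Rps16 and Rps29 were higher, with 1.04 and 0.32 (4 higher and 21 lower when adjusted over the list alone). Rpl7, a protein of the large subunit, was at 394 against 455 CPM (SE of the log2 fold change 0.06, adjusted p = 0.251). Mitochondrial ribosomal proteins in Plp1-KO CBM had a median of -0.09, with 58 of 77 below 0 (adjusted p = 2.46e-05, adjusted p = 0.622 with an estimated correlation), and 3 were lower, Mrpl33, Mrpl35 and Mrps18c (17 lower when adjusted over the list alone). The respiratory chain there had a median of -0.09 (adjusted p = 0.00148, adjusted p = 0.792 with an estimated correlation), with Uqcrq lower and Sdha and Ndufs6 higher (4 higher and 4 lower when adjusted over the list alone). Reads that align equally well to a gene and to a processed pseudogene are not counted by HTSeq, so the levels of ribosomal protein genes, which have many such copies, are uncertain.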

We also identified a strong enrichment for genes in the GO category “ribosome” in the down-regulated Δ*Cnp* signature (FE = 4.8, *p* = 3e-11), the down-regulated Δ*Plp1* signature (FE = 8.1, *p* = 4e-18), and the down-regulated AD PFC signature (FE = 3.0, *p* = 0.002). We identified a significant overlap of all three of these down-regulated signatures and the ribosomal gene set (FE = 76, *p* = 0.013; Fig. 7c), which has limited power due to the small size of the overall ribosomal gene set. Since the *Cnp* and *Plp1* knockout RNAseq profiling occurred prior to the typical age of onset of axon degeneration in these mice, the mitochondrial and ribosomal gene set dysregulation seen is suggestive of “presymptomatic” pathways that precede subsequent axonal and neuronal degeneration.

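Without the library labelled Plp1-WT CBM 4 the cytosolic ribosomal proteins in Plp1-KO CBM had a median log2 fold change of -0.12, with 32 lower and 4 higher (adjusted p = 4.56e-05 from camera, adjusted p = 0.707 with an estimated correlation). In Cnp-KO CBM their median was -0.03, with 48 of 79 below 0 (adjusted p = 0.0484, adjusted p = 0.903 with an estimated correlation), and with Cnp-KO mouse 1 included it was -0.08 (adjusted p = 8.25e-05). The median in Cnp-KO CBM was on the other side of 0 with the replicate block (0.02), with the length and GC trend removed (0.02) and without Cnp-KO 2 or 3 (0.01), and at 0 without Cnp-WT 5, and the list then did not pass. Over the libraries, the exact permutation p of the list's mean level in Cnp-KO FC against Cnp-WT FC was 0.103, and Cnp-KO FC 2 was the lowest at -0.32 from the WT mean. From the lowering in mice profiled before axons degenerate, the paper proposes that mitochondrial and ribosomal genes belong to presymptomatic pathways that come before axonal and neuronal loss.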

**Fig. 7:**
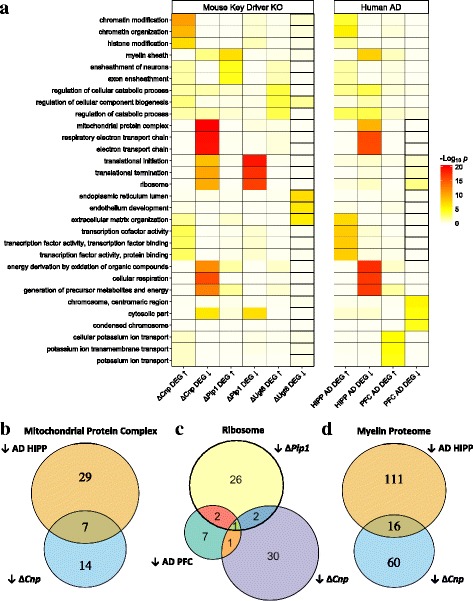
Perturbation of oligodendrocyte network key drivers in mice recapitulates key gene expression changes in human AD brain samples. **a** A heatmap of the -log_10_ gene ontology (GO) enrichment p-values of core oligodendrocyte Bayesian regulatory network key driver knockout differentially expressed gene (DEG) signatures (left panel) and AD DEG signatures from the hippocampus and prefrontal cortex (right panel). The top 3 GO terms with between 100 and 800 gene symbols most enriched in each of the DEG signatures are shown. The p-values for each tested signature were adjusted using the Benjamini-Hochberg method. **b, c, d** Venn diagrams showing the intersections of genes encoding proteins associated with the GO terms “mitochondrial protein complex” (**b**), “ribosome” (c), and genes in the myelin proteome (**d**) with genes downregulated in various DEG signatures are shown

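Myelin structure genes were on the higher side in Plp1-KO CBM and near 0 in Cnp-KO FC. In Plp1-KO CBM 42 of 43 lay above 0, with a median log2 fold change of 0.57 (adjusted p = 1.15e-11 from camera, adjusted p = 0.412 with an estimated correlation). Cd9, a tetraspanin gene, and Cryab, a small heat shock protein gene, were higher over all genes, and 17 were higher when adjusted over the list alone. Cd9 rose from 6.49 ± 1.87 to 13.4 ± 2.21 CPM (SD, n = 5 each), a log2 fold change of 1.05 (SE 0.22, adjusted p = 0.239 from edgeR), and Cryab from 14.7 to 26.4 CPM, a log2 fold change of 0.85 (SE 0.26, adjusted p = 0.297). Cnp itself had a log2 fold change of 0.63 in these mice (adjusted p = 0.51). In the same libraries 6 of 16 markers of deep cerebellar and brainstem neurons were higher, and the library labelled Plp1-WT CBM 4 holds less myelin transcript than the other WT libraries, with Plp1 at 946 CPM against 3150 to 3890 CPM. Without it the myelin median was 0.26, with 39 of 43 above 0 and 24 higher (adjusted p = 1.16e-07, adjusted p = 0.664 with an estimated correlation), among them Mag, the gene for myelin-associated glycoprotein, with a log2 fold change of 0.57 (adjusted p = 0.0166).
In Cnp-KO FC 24 of 43 lay above 0 and 19 below, with a median of 0.03 (adjusted p = 0.359 from camera), and of 0.05 with Cnp-KO mouse 1 included (adjusted p = 0.354). None passed over all genes in edgeR, and 2 were higher and 0 lower when adjusted over the list alone. The list passed the test, with medians of 0.07, 0.06 and 0.07, without Cnp-KO FC 2, Cnp-KO FC 3 and Cnp-WT FC 4, and had a median of -0.01 without Cnp-KO FC 4. The 135 measured genes of the OL protein module had a median of 0.01 (adjusted p = 0.448), with 17 higher and 7 lower when adjusted over the list alone. In Cnp-KO CBM the 44 myelin genes measured had a median of -0.01 (adjusted p = 0.96).

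**Figure D4:**
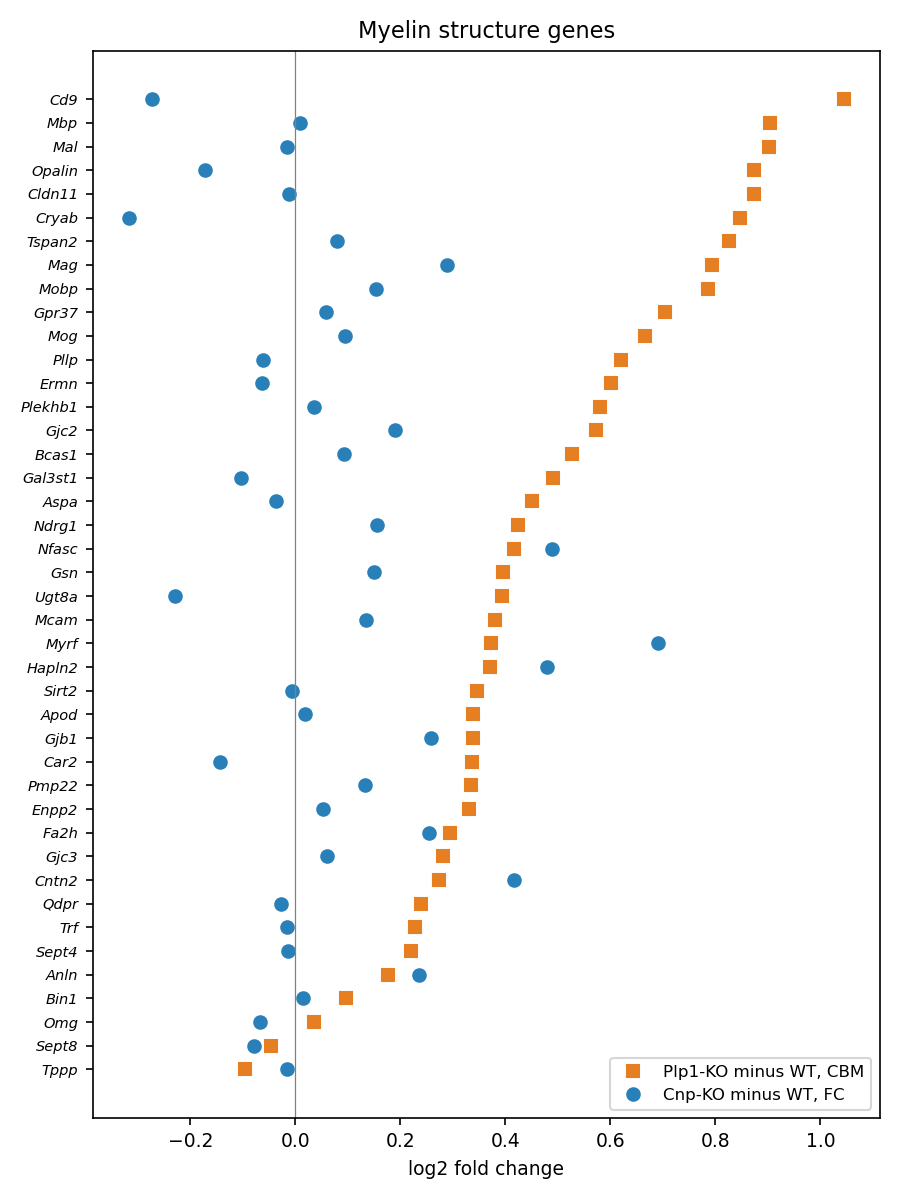
Log2 fold change from edgeR of 42 myelin structure genes measured in both comparisons, Plp1-KO over WT in the CBM (squares) and Cnp-KO over WT in the FC (circles), ordered by the value in Plp1-KO CBM. By edgeR's values 40 squares lie to the right of 0 and 2, Sept8 and Tppp, to the left, and the circles lie on both sides of 0.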

Finally, we also detected that there was a significant enrichment for genes in myelin sheath GO category in the up-regulated Δ*Plp1* signature (FE = 4.3, p = 3e-8), the down-regulated Δ*Cnp* signature (FE = 2.5, p = 0.002), and the down-regulated AD HIPP signature (FE = 5.2, p = 2e-9). However, the myelin sheath GO signature only contains 161 genes, which makes overlap analysis difficult. In order to use a more well-powered gene set, we utilized a larger set of 1778 genes that have been previously reported to be present in the myelin proteome [43]. In this gene set, we found a strong enrichment for the intersection of genes in the myelin proteome with down-regulated genes in *Cnp*-KO mice and human AD hippocampus (FE = 6.0, p = 2.1e-8; Fig. 7d). This shared set of down-regulated myelin genes includes *CDK5*, which encodes an enzyme whose activity is associated with tau pathology [60] and is essential for myelination [61]. Both *Cnp*-KO mice and patients with AD undergo axon damage in the absence dramatic ultrastructural changes in myelin structure [62], and our data shows that both conditions share a down-regulation of myelin-associated genes that may be associated with dysmyelination [22] and subsequent axon damage.

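Cdk5, a cyclin-dependent kinase gene, lies on chromosome 5 of mm10 from 24418241 to 24423530. In Cnp-KO FC it was at 102 ± 8.44 CPM (SD, n = 4) and in Cnp-WT FC at 120 ± 3.87 CPM (SD, n = 5). This is a log2 fold change of -0.23 (SE 0.07, adjusted p = 0.388 from edgeR) with an unadjusted p of 0.00656, and Cdk5 did not pass in edgeR. DESeq2 (adjusted p = 0.137) and voom with q-values (q = 0.296) called it, as did edgeR without Cnp-KO FC 3 (adjusted p = 0.118) and without Cnp-KO FC 4 (adjusted p = 0.196). The log2 fold change was -0.20 (adjusted p = 0.474) with Cnp-KO mouse 1 included. In Cnp-KO CBM its log2 fold change was -0.03 (adjusted p = 0.974).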

In order to validate the decreased expression of key myelin and mitochondrial genes in *Cnp*-KO mice, we measured the protein expression of BIN1 and GOT2 in *Cnp*-KO mice compared to WT mice. BIN1 is primarily expressed in mature OLs and white matter in AD patients [63]. Interestingly, the longer, central nervous system (CNS)-specific isoform of *Bin1* has decreased expression levels in AD, although overall *Bin1* transcript levels show increased expression [64]. This may reflect a proliferation of monocyte lineage cells in AD and a concomitant decrease in expression of *Bin1* in other cell types, including OLs. BIN1 protein expression has been found to decrease in the myelin proteome of *Cnp*-KO mice compared to WT mice, but not in *Plp*-KO, *Mag*-KO, or *Sept8*-KO mice [65]. Consistent with this previous data, we found a significant down-regulation of BIN1 expression in the corpus callosum in *Cnp*-KO mice compared to WT mice (*p* = 0.0041 and *p* = 0.0007, Fig. 8a-b). We selected to profile the corpus callosum because it is an OL- and myelin-rich tissue, and therefore we reasoned that protein expression in this region more accurately would reflect the effect of *Cnp*-KO on OLs protein expression. No changes in the subcellular distribution of BIN1 were detected in *Cnp*-KO mice, which was primarily expressed in the cytoplasm of cells that were also stained by antibodies specific for the nuclear pan-OL lineage marker OLIG2 (Fig. 8c-e). 

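Got2, which encodes the mitochondrial aspartate aminotransferase of the malate-aspartate shuttle, lies on chromosome 8 of mm10 from 95864134 to 95888547. Its transcript was at 172 ± 12.9 CPM (SD, n = 4) in Cnp-KO FC and at 203 ± 10.6 CPM (SD, n = 5) in Cnp-WT FC, a log2 fold change of -0.24 (SE 0.07, adjusted p = 0.388 from edgeR). The unadjusted p was 0.00475, and Got2 did not pass in edgeR. DESeq2 (adjusted p = 0.121) and voom with q-values (q = 0.296) called it, as did edgeR without Cnp-KO FC 3 (adjusted p = 0.133) and without Cnp-KO FC 4 (adjusted p = 0.196). Over all 5 Cnp-KO mice the log2 fold change was -0.20 (adjusted p = 0.479) in the FC and -0.21 (adjusted p = 0.762) in the CBM. In Cnp-KO CBM the transcript was at 144 against 163 CPM, a log2 fold change of -0.18 (adjusted p = 0.928).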

Next, we measured the protein expression of GOT2, which is a mitochondrial protein that has been shown to be down-regulated in many AD gene expression studies [66], and has down-regulated transcript levels in *Cnp*-KO mice in our RNAseq expression profiles. Consistent with this data, we found a down-regulation of GOT2 protein levels in *Cnp*-KO mice (*p* = 0.0332; Fig. 8a-b). Although GOT2 has been identified in the myelin proteome, we found that it was primarily co-expressed with neurons (Fig. 8f–h), suggesting that the loss of *Cnp* expression may also affect mitochondrial gene expression within neurons. Taken together, these results validate that *Cnp*-KO mice have gene dysregulation in key myelin and mitochondrial proteins that is similar to that seen in AD brain samples.

**Fig. 8:**
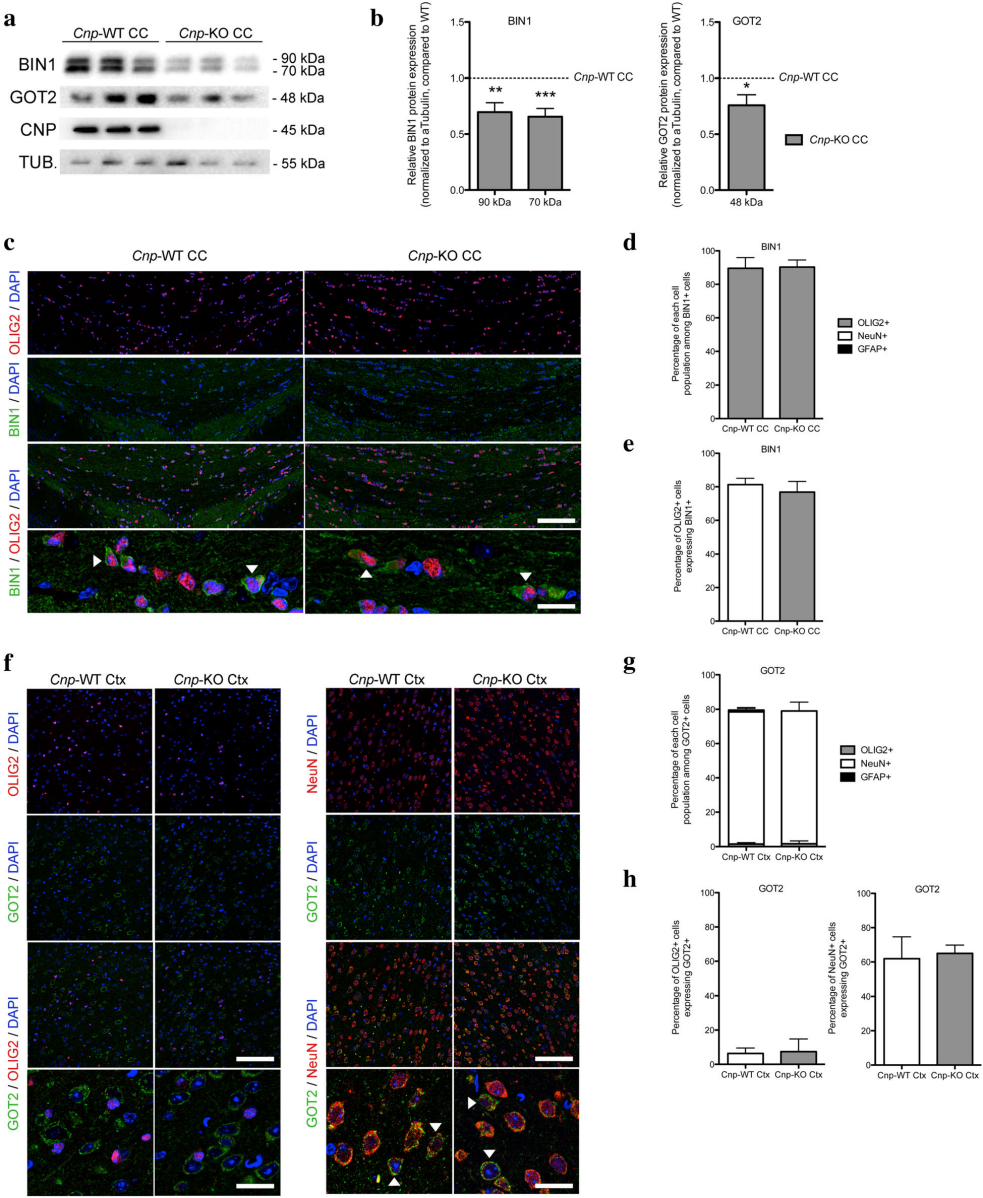
Downregulation of AD-associated proteins in mice lacking the oligodendrocyte network key driver *Cnp*. **a** Representative western blots of BIN1, GOT2, CNP and alpha-TUBULIN stainings on *Cnp*-WT and *Cnp*-KO corpus callosum (CC) tissues (*n* = 3). **b** Quantification of BIN1 and GOT2 protein expression in *Cnp*-KO corpus callosum compared to *Cnp*-WT corpus callosum (protein expression normalized to alpha-TUBULIN expression for each sample, n = 3 per condition; *p* = 0.0041, *p* = 0.0007, *p* = 0.032). **c** Representative confocal image of post-natal day 60 sections of *Cnp*-WT and *Cnp*-KO corpus callosum, stained for OLIG2 (red), BIN1 (green) and DAPI (blue), scale bar = 300 μm. The bottom panel shows higher magnification of the double stainings (white arrowheads indicate double positive for BIN1 and OLIG2), scale bar = 50 μm. **d** Quantification of the proportion of each cell types expressing BIN1 in *Cnp*-WT and *Cnp*-KO corpus callosum (oligodendrocytes – OLIG2+ in gray, neurons – NeuN+ in white, astrocytes – GFAP+ in black; n = 3–4). **e** Quantification of the percentage of OLIG2+ cells expressing BIN1 in *Cnp*-WT and *Cnp*-KO corpus callosum (n = 3–4). **f** Representative confocal image of post-natal day 60 sections of *Cnp*-WT and *Cnp*-KO cortex, stained for OLIG2 or NeuN (red), GOT2 (green) and DAPI (blue), scale bar = 300 μm. The bottom panel shows magnification of the double stainings (white arrowheads indicate double positive for GOT2 and OLIG2 or NeuN, respectively), scale bar = 50 μm. **g** Quantification of the proportion of each cell types expressing GOT2 in *Cnp*-WT and *Cnp*-KO cortex (oligodendrocytes – OLIG2+ in gray, neurons – NeuN+ in white, astrocytes – GFAP+ in black; n = 3–4). **h** Quantification of the percentage of OLIG2+ cells and of NeuN+ cells expressing GOT2 in *Cnp*-WT and *Cnp*-KO corpus callosum (n = 3–4). * p < 0.05, ** *p* < 0.01, *** *p* < 0.001

## Discussion

In this study, we employed an unbiased systems biology approach to characterize OL-enriched and AD-associated co-expression and regulatory molecular networks. We derived a core OL-enriched gene set (COLGS) that was highly enriched in AD GWAS genes. We found that this set of genes strongly overlapped with the corresponding genes from a protein co-expression module, which we found to be highly dysregulated in AD. We next constructed a core OL Bayesian regulatory network (COLBN) to dissect the causal relationships among the genes in COLGS. By employing a series of in vitro and in vivo perturbations of key driver genes in COLBN, we validated the predicted network structures in COLBN. We further showed that the knockouts of key drivers of COLBN in mice mimic the dysregulation of OL-associated compartments of genes in human postmortem AD brains. In particular, our data revealed a surprisingly strong, convergent gene expression effect of the knockouts *Cnp* and *Plp1* on organelle-associated gene expression pathways, specifically in genes annotated for mitochondrial and ribosome functions. These organelles have also been reported to be dysregulated in axons in AD brains [17, 67–69], suggesting that altered OL-axon communication may lead to dysregulated expression of ribosomal and mitochondrial genes and possibly play a role in contributing to AD axonal pathology. It is difficult to study prodromal changes in late-onset AD brains, because we are not able to determine a priori the individuals who would progress to AD. However, in mice with well-defined ablation of myelin genes also detected as key drivers of human gene network in AD, it is possible to define alterations that occur in OL and that precede frank neurodegeneration. 

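The lists of both organelles had lower medians in the FC of Cnp-KO than of Plp1-KO mice, each set against its own WT mice. The paper found no changed genes for Plp1-KO in the FC, and its signatures came from Cnp-KO FC and Plp1-KO CBM. Across these the medians had the same sign, at -0.14 and -0.12 for the cytosolic ribosomal proteins and -0.17 and -0.09 for the respiratory chain. The comparison within the FC is thus another one than the paper's. The difference of the 2 log2 fold changes, Cnp-KO minus Plp1-KO, had a median of -0.35 over the respiratory chain and ATP synthase in the FC (adjusted p = 8.51e-18 from camera, adjusted p = 0.746 with an estimated correlation). It was -0.37 over the cytosolic ribosomal proteins (adjusted p = 2.57e-13, adjusted p = 0.746 with an estimated correlation) and -0.26 over the mitochondrial ribosomal proteins (adjusted p = 5.06e-11). Over the chromatin modifiers it was 0.57 (adjusted p = 2.48e-15), and over microglial markers -0.50 (adjusted p = 0.000618). For these 3 lists too the adjusted p was 0.746 with an estimated correlation. The medians of the single knockouts were below 0 for the organelle lists in Cnp-KO FC and above 0 in Plp1-KO FC. With the length and GC trend removed the respiratory chain, cytosolic and mitochondrial ribosomal proteins in Plp1-KO FC were at 0.08, 0.09 and 0.03, and none passed (adjusted p = 0.0617, 0.0508 and 0.244 from camera). In Cnp-KO FC the first 2 of these lists were then at -0.08 and -0.07. The difference of the knockouts was not tested with this trend removed. In the FC 1654 genes had a larger value in Cnp-KO and 774 in Plp1-KO, of 12850 tested by edgeR. These are all the genes at an unadjusted p under 0.05. The only 2 at an adjusted p under 0.05 were Plp1 and Cnp, the targeted genes themselves, and with the replicate block within line 2 genes passed. Among the lists, markers of cerebellar granule neurons had a median difference of 0.90 (adjusted p = 0.0419, adjusted p = 0.746 with an estimated correlation), and the library labelled Plp1-WT FC 4 is part of the comparison. Without Plp1-WT mouse 4 the medians were -0.29 for the respiratory chain (adjusted p = 9.17e-16, adjusted p = 0.727 with an estimated correlation), -0.23 for the cytosolic ribosomal proteins (adjusted p = 5.85e-10), 0.41 for the chromatin modifiers (adjusted p = 2.01e-15) and -0.16 for the microglial markers (adjusted p = 0.0121), each again with an adjusted p of 0.727 with an estimated correlation.
In the CBM the respiratory chain and the cytosolic ribosomal proteins did not pass in the difference of the knockouts. That fit includes the library labelled Plp1-WT CBM 4 and Cnp-KO CBM 5, at -0.029 and 0.481 on the region score, so it does not show that the knockouts are alike there. The median difference was 0.03 over the respiratory chain (adjusted p = 0.803) and 0.08 over the cytosolic ribosomal proteins (adjusted p = 0.106). Of the lists that passed there, the largest median difference was -1.50 over markers of the choroid plexus and ependyma (adjusted p = 0.00115, adjusted p = 0.67 with an estimated correlation). It was -0.60 over the myelin structure genes (adjusted p = 2.71e-07, adjusted p = 0.67 with an estimated correlation), and over markers of deep cerebellar and brainstem neurons -0.77 (adjusted p = 7.13e-06, adjusted p = 0.67 with an estimated correlation). Of 12948 genes tested, 71 had a larger value in Cnp-KO and 97 in Plp1-KO, and without Plp1-WT mouse 4 the myelin median was -0.25 (adjusted p = 6.04e-07), that of the deep cerebellar and brainstem markers -0.49 (adjusted p = 0.000433) and that of the choroid plexus markers -0.865 (adjusted p = 0.0117), each with an adjusted p of 0.84 with an estimated correlation. The number of genes that passed in the CBM was 716 with Cnp-KO mouse 1 included and 1586 without Plp1-WT mouse 4.

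**Figure D5:**
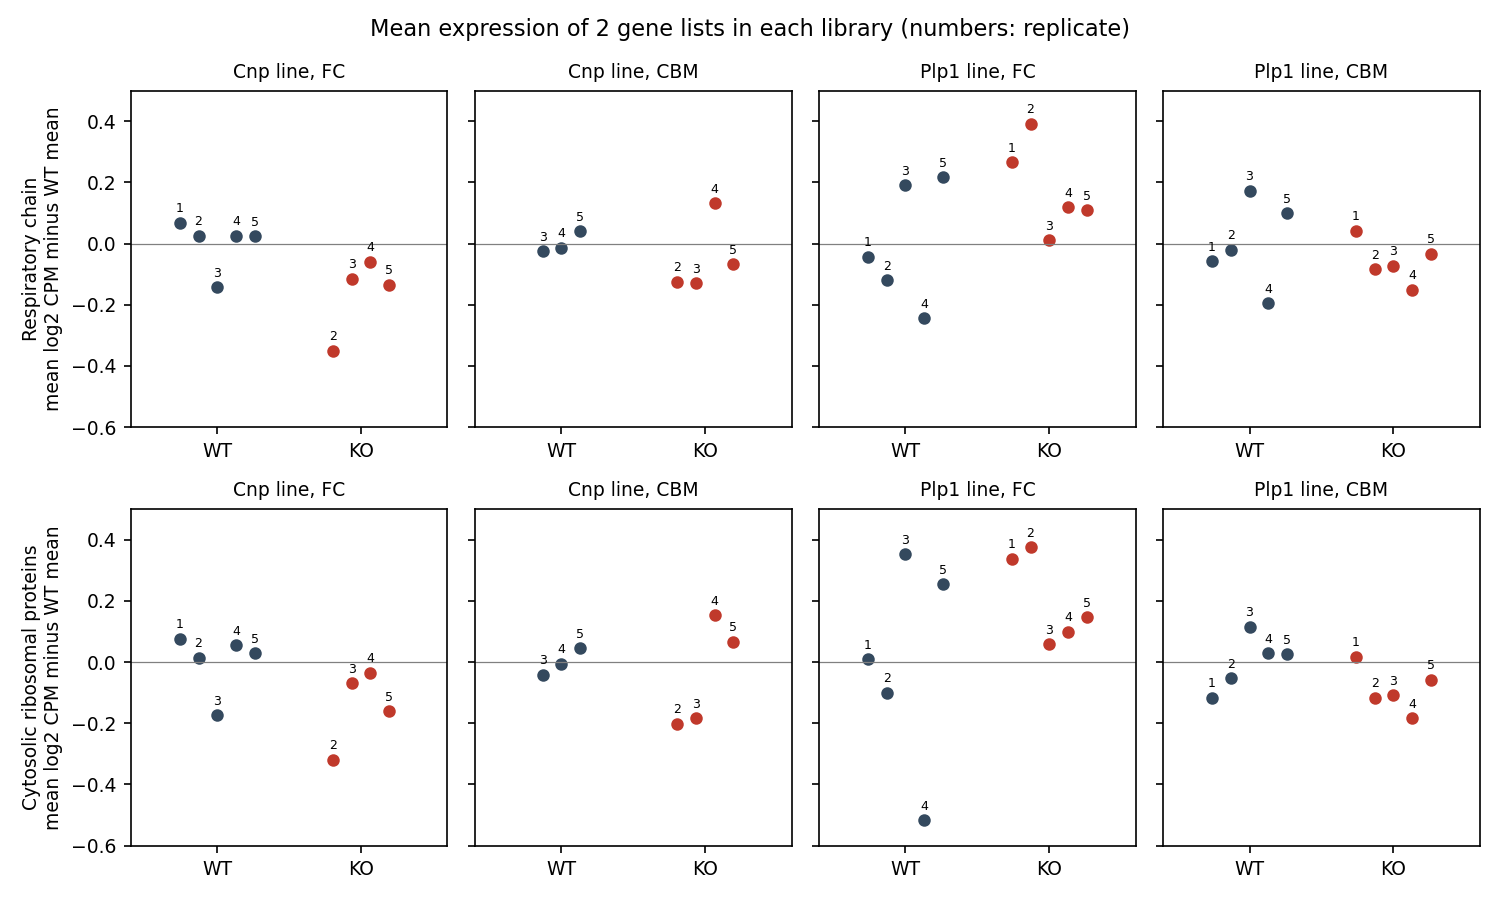
Mean log2 CPM of the respiratory chain and ATP synthase genes (top) and of the cytosolic ribosomal proteins (bottom) in each WT library (dark points) and KO library (red points) of the Cnp and Plp1 lines, set to 0 at the WT mean and numbered by replicate. The lowest point for the respiratory chain in Cnp-KO FC is mouse 2 at -0.35, and the library labelled Plp1-WT FC 4 is the lowest of its panel in both lists.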

For this reason the detection of similar gene changes in brain tissue samples of *Cnp*-KO and *Plp1*-KO mice prior to the development of any axonal pathology [22, 24], allowed us to infer that the dysregulated expression of similar genes in murine samples and in human AD brains is suggestive of similar events occurring during the early part of the pathological cascade. Overall, this study improves our understanding of the molecular underpinnings of myelination and OLs in AD by identifying biologically relevant pathways, dissecting the causal relationships among the OL- and myelin-related genes, and implicating key driver genes in AD pathogenesis.

At the individual gene level, many of the genes in COLGS have been described as genetic risk factors associated with late-onset AD, including *BIN1* [28], *PICALM* [28], *NME8* [28], *UNC5C* [30], and *PSEN* [27]*.* Notably, *BIN1* is the nearest protein-coding gene to the SNP with the second-strongest GWAS signal for AD, following *APOE* [28]. Histologically, BIN1 is primarily found in the brain at the nodes of Ranvier, consistent with its high RNA expression in OLs and its presence in the myelin proteome [43, 70, 71]. In COLBN, *BIN1* is downstream of *ABCA2*, a cholesterol transporter that has been associated with the risk of AD in many study populations [28, 72–75]. Much of the literature about the role of *BIN1* in AD has focused on its roles in neurons and microglia [76], but our data, in addition to another recent study [63], suggest that its role in OLs should be explored further. In addition to genetic risk factors, our AD OL network also contains many genes encoding proteins that have been associated with AD pathophysiology (e.g.*,* via Aβ production) including *PSEN1* [77], *BACE1* [77], *PLD1* [46, 78], and *APLP1* [79]. Consistent with the important role of *BACE1* in OLs suggested by our network, *BACE1* has been shown to play a key role in myelination [80, 81]. The role of *BACE1* in OLs is of high relevance to AD, as mutations in the *BACE1*-cleaving region of APP have been associated with a decreased risk of AD [82], and β-secretase inhibitors intended to treat AD may have side-effects of myelin defects [83]. A focus on the interaction targets of both *PSEN1* and *BACE1* within OLs using regulatory networks may be a fruitful avenue to identify treatment modalities that decrease deleterious Aβ production without causing off-target effects.

At the gene set level, our enrichment analysis of the AD co-expression modules shows that the three modules significantly enriched for AD risk genes are associated with three different cell types, i.e., microglia, OLs, and neurons (Table 1). Note that gene modules were identified based on the correlation between gene expression profiles in postmortem human AD brains, and they don’t necessarily correspond to any particular known cell types or biological processes due to interactions among cell types and biological processes. Therefore, we denote the co-expression modules by randomly selected color names in addition to their most enriched gene ontology term, to emphasize their multifaceted and highly context-dependent functions. The top ranked module was enriched for immune (microglia/macrophage) genes, consistent with recent reports that immune cells and in particular innate immunity plays a critical role in promoting AD [76, 84–86]. However, it is imprudent to focus on a single cell type and ignore the interactions with other cells. For example, *TREM2*, an established AD risk factor that is primarily expressed in immune cells [87, 88], is also the causative gene of Nasu-Hakola disease, an early-onset subcortical dementia that presents with white matter demyelination [89]. Mice lacking *Trem2* have been shown to have delayed myelin debris clearance, which may lead to increased microglia activation and thus demyelination and neuronal death [90]. The dysregulation of myelin proteome genes that we observed in AD may contribute to pathologic inflammation, by increasing the available lipid pool for scavenging by microglia, which can activate microglia into a pro-inflammatory state [91, 92]. Further investigation of cell type interactions in AD via network biology is a promising approach in addressing the underlying causes of AD.

Existing mouse models of AD tend to focus on Aβ and/or neuronal deficits in AD. For example, several mouse models of AD express genes with familial AD-causative mutations under the *Thy1* promoter [93–95], which is a neuronal marker and will serve to restrict the pathologic changes to neurons. However, the data presented in this study and others suggest that the dysregulation of other cell types, including OLs, may play a role in AD. This opens up a need for mouse models of AD that can recapitulate the OL- and myelin-associated dysregulation in AD. In this study, we found that a mouse knockout model of one of the key drivers in the OL network, *Cnp*, demonstrates a strikingly similar myelin and mitochondrial dysregulation pattern as is seen in brain samples of patients with AD. Notably, we did expression profiling prior to the onset of axon degeneration in *Cnp*-KO mice [22], to minimize the possibility that the myelin gene expression changes observed would be reactive to as opposed to premonitory for axon damage. Taken together, our data suggest that the *Cnp*-KO mice may be a good model of the OL network gene dysregulation and dysmyelination that occurs in the brains of patients with AD. Therefore, therapeutic agents that are able to mitigate and/or prevent the dysmyelination and axon degeneration seen in *Cnp*-KO mice are worthwhile of investigation as potential therapeutic agents for ameliorating cognitive deficits in patients with AD.

In this study, we focused on the molecular networks in AD in a brain cell type, OLs, which have not been widely studied in AD. Our network modeling approach uncovered a network of OL-associated genes that is enriched for AD GWAS genes, pathways through which dysregulation of this OL network may promote AD pathology, and key driver genes that orchestrate these pathways. Further work on our model for the role of OLs in AD may help to address why aging is the major risk factor for AD, since myelin maintenance and plasticity are known to become progressively less robust in normal aging [62, 96]. In particular, preventing or reversing the dysregulation of key OL driver genes such as *CNP* and downstream targets such as *BIN1* deserve further research as interventions to help to alleviate the progression of cognitive deficits in AD.

## Conclusions

This study systematically identifies and validates a comprehensive molecular blueprint of OLs in the context of AD. Our gene network analysis of large-scale genetic and genomic data from AD brains reveals that OL/myelin-enriched subnetworks in multiple brain regions are strongly associated with clinical and neuropathologic traits in AD. These OL/myelin-enriched subnetworks harbor not only Aβ production-related genes, but also several genes involved in myelin biology. Our network analysis further identifies key causal regulators of the OL/myelin-enriched networks, including *UGT8*, *CNP*, *MYRF*, and *PLP1*. These predicted network structures can be validated by gene perturbation signatures of these drivers. Mice with genetic ablations of *Cnp* mimicked components of organelle and myelin sheath gene expression dysregulation seen in brain samples from patients with AD, including decreased protein expression of BIN1 and GOT2. Overall, our network models of OLs in AD and the comprehensive validation experiments reveal details of the molecular mechanisms of OL dysregulation in AD and thus pave a way for the development of novel AD therapies.

## Additional files

Additional file 1: Supplementary Experimental Procedures. **Figure S1.** The topological overlap matrix plot of the protein co-expression network constructed from the proteomics data from the autopsied brains in the MSBB cohort, along with the dendrogram showing the tree cutting process used to define modules (above). **Figure S2.** Confirmation that the key driver knockouts abrogate gene expression of the key driver in the RNA-seq experiments. For each of the key driver knockouts whose genome-wide gene expression was profiled in this study using RNA-seq, we plotted the log_10_ counts overlapping that gene in both the wildtype (WT) and knockout (KO) samples. Notably, one of the matched samples from *Cnp* was detected as an outlier in both the CBM and FC brain regions (red), due to suspected mislabeling. These samples were removed prior to downstream differential expression analysis. (DOCX 161 kb)

Additional file 2: Module membership file for the Mount Sinai Brain Bank (MSBB) proteomic coexpression network. The module label, a randomly chosen color name, is in the 1st column, while the protein name is in the 2nd column. (TSV 34 kb)

Additional file 3: Differentially expressed proteins in the MSBB proteomics data set between AD cases and controls in the OL-enriched module (which has been randomly assigned the color name “Yellow”). (TSV 9 kb)

Additional file 4: Summary of read mapping from the three knockout mouse RNAseq experiments generated by TopHat. (XLSX 52 kb)

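The table of mapping gives, for each library, the read pairs and the share that TopHat placed on mm10. In 56 of the 58 libraries that share lay from 92.0 to 94.8%. It fell to 69.3% at the lowest in the other 2, Ugt8-KO CBM 3 and 4, which are below 80%. These 2 libraries also had reads outside genes in up to 87.8% of uniquely placed reads, where the others had 26.4 to 54.3%, and genes with at least 1 count numbered up to 23173, where the others had 18269 to 19888. In them up to 1400 of 1460 olfactory and vomeronasal receptor genes, which brain hardly transcribes, had counts, against 78 to 240 in the other libraries.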

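In the FC of Ugt8-KO mice, 12 of 32 genes of the extracellular matrix and 8 of 23 endothelial markers were lower, and 9 of 15 interferon response genes and 10 of 25 glucocorticoid-responsive genes were higher than in Ugt8-WT mice. Of 12603 genes tested, 1252 were higher and 1128 lower (5 libraries against 5, edgeR), with 4 and 3 at an adjusted p under 0.05. Cirbp and Rbm3, RNA-binding proteins induced by cold, rose from 76.0 ± 10.4 to 130 ± 15.3 CPM and from 168 ± 22.0 to 271 ± 34.3 CPM (SD, n = 5 each), log2 fold changes of 0.77 (SE 0.11, adjusted p = 0.0472) and 0.69 (SE 0.11, adjusted p = 0.0533). The cold-inducible list of 3 genes had a median of 0.69 (adjusted p = 0.00126 from camera, adjusted p = 0.595 with an estimated correlation), with 2 higher adjusted over the list alone. Fkbp5 rose from 35.6 ± 4.91 to 82.3 ± 23.1 CPM (SD, n = 5 each), a log2 fold change of 1.21 (SE 0.20, adjusted p = 0.0533), and of the glucocorticoid-responsive genes 2 were lower, with a median of 0.30 (adjusted p = 0.000576, adjusted p = 0.632 with an estimated correlation). The interferon response genes that were higher included Irf7, Usp18 and Ifit1 with log2 fold changes of 1.26, 1.34 and 1.06 (median of the list 0.45, adjusted p = 0.000667, adjusted p = 0.685 with an estimated correlation).
Of the extracellular matrix genes 1 was higher, and the median was -0.33 (adjusted p = 0.000393, adjusted p = 0.685 with an estimated correlation). Col1a1, a collagen gene, fell with a log2 fold change of -2.03 (SE 0.42, adjusted p = 0.0794), and Serpinh1, the gene for a chaperone of collagen, from 81.7 ± 10.8 to 40.5 ± 10.7 CPM (SD, n = 5 each), a log2 fold change of -1.01 (SE 0.17, adjusted p = 0.0533). Of 17 markers of meninges and perivascular fibroblasts 6 were lower and 2 higher (median -0.79, adjusted p = 0.00126, adjusted p = 0.685 with an estimated correlation), and of the endothelial markers 1 was higher (median -0.19, adjusted p = 0.00315, adjusted p = 0.632 with an estimated correlation). Rgs5, a gene of pericytes, fell from 71.9 to 43.3 CPM, a log2 fold change of -0.73 (SE 0.10, adjusted p = 0.0298). Of 27 cholesterol synthesis genes 10 were lower and 1 was higher (median -0.19, adjusted p = 0.00167, adjusted p = 0.632 with an estimated correlation), and of 24 genes of the unfolded protein and integrated stress response 13 were lower and 1 was higher (median -0.23, adjusted p = 0.000393, adjusted p = 0.632 with an estimated correlation). For the lists with such counts here, adjusting over the list alone gave equal counts. The respiratory chain had a median of 0.11 (adjusted p = 0.000576, adjusted p = 0.877 with an estimated correlation), with 11 higher and 9 adjusted over the list alone, and the 43 myelin genes measured had a median of 0.10 (adjusted p = 0.697). Without Ugt8-WT FC 4 the respiratory chain had a median of 0.03 and did not pass (adjusted p = 0.301). With Y-linked expression as a covariate for sex, 62 genes passed, the lists of cholesterol synthesis and the respiratory chain did not (adjusted p = 0.237 and 0.217), and 1241 passed without Ugt8-KO FC 1. Ugt8-KO FC 2 and 5 held less of 4 transcripts of cortical neurons than the other 8 libraries, with Satb2 at 5.42 and 2.72 CPM (others 17.2 to 46.1) and Fezf2 at 2.97 and 1.20 CPM (others 6.16 to 17.8). Tbr1 was at 12.8 and 11.8 CPM (others 16.3 to 33.6) and Emx1 at 6.42 and 3.96 CPM (others 9.95 to 22.8). Foxg1 and Neurod6 did not part both libraries from the others. Without the one and without the other 1724 and 1892 genes passed, and the medians were -0.48 and -0.49 for the extracellular matrix, -0.25 and -0.16 for the endothelial markers, -1.05 and -0.94 for meninges, 0.29 and 0.35 for the interferon response and 0.23 and 0.30 for the glucocorticoid-responsive genes. No fit was run without both.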

Additional files 5: Differentially expressed genes found the mouse knockout RNAseq analyses of *Ugt8* in the CBM (Data 1) and FC (Data 2), *Cnp* in the FC (Data 3), and *Plp1* in the CBM (Data 4). For these differential expression analyses, we mapped RNAseq reads using TopHat, converted to count space using HTSeq, used *voom* to transform the read space data to log_2_ counts per million, and used *limma* for differential expression analysis. We also used the Ensembl database to identify the human gene with the highest homology percentage based on protein coding region DNA divergence, and report this homology percentage for each gene. Note that the differential expression signatures of *Cnp* in the CBM and *Plp1* in the FC were not found not have any differentially expressed genes at FDR < 0.3, so they are not included here. (ZIP 358 kb)

## Abbreviations

AD: Alzheimer’s disease
Aβ: Amyloid beta
CBM: Cerebellum
CNS: Central nervous system
COLBN: Core oligodendrocyte-enriched Bayesian network
COLGS: Core oligodendrocyte gene set
DEG: Differentially expressed gene
eSNPs: Expression single nucleotide polymorphisms
FC: Frontal cortex
FDR: False discovery rate
FE: Fold enrichment
FET: Fisher’s exact test
GEO: Gene expression omnibus
GO: Gene ontology
GWAS: Genome-wide association study
HBTRC: Harvard brain tissue resource center
HGNC: Hugo Gene nomenclature committee
HIPP: Hippocampus
IGAP: International genomics of Alzheimer’s Project
KO: Knockout
MSBB: Mount Sinai Brain Bank
OL: Oligodendrocyte
PFC: Prefrontal cortex
RIN: RNA integrity number
RNAseq: RNA sequencing
VC: Visual cortex
WGCNA: Weighted gene coexpression network analysis

# Supplementary material for: Multiscale network modeling of oligodendrocytes reveals molecular components of myelin dysregulation in Alzheimer’s disease
**Source:** Mol Neurodegener. 2017 Nov 6;12:82. doi: 10.1186/s13024-017-0219-3
**Supplement:** Supplementary file 1 — Supplementary Experimental Procedures. Figure S1. The topological overlap matrix plot of the protein co-expression network constructed from the proteomics data from the autopsied brains in the MSBB cohort, along with the dendrogram showing the tree cutting process used to define modules (above). Figure S2. Confirmation that the key driver knockouts abrogate gene expression of the key driver in the RNA-seq experiments. For each of the key driver knockouts whose genome-wide gene expression was profiled in this study using RNA-seq, we plotted the log10 counts overlapping that gene in both the wildtype (WT) and knockout (KO) samples. Notably, one of the matched samples from Cnp was detected as an outlier in both the CBM and FC brain regions (red), due to suspected mislabeling. These samples were removed prior to downstream differential expression analysis.

**Supplementary Experimental Procedures**

**Co-expression network construction and differential expression analysis**

In the previous analysis of Alzheimer’s disease (AD) and non-demented control data from Harvard Brain Tissue Resource Center [1], mRNA samples were profiled using a custom Agilent 44K array of 39,579 gene-specific DNA probes. In order to limit confounding by demographic variables, tissue sample quality, and batch effects, the data were normalized using robust linear regression for age, sex, postmortem interval, sample pH, and RNA integrity number (RIN). Furthermore, these samples were genotyped for SNPs using the IlluminaHumanHap650Y array and a custom Perlegen 300K array for detecting singleton SNPs. Pathological traits for each AD subject were scored according to the degree of pathology, including Braak score, cortical atrophy, and white matter atrophy. In order to perform coexpression network analysis, briefly, covariance in gene expression patterns across the genome was used to infer relationships between genes. The top 1/3rd most varying probes in each brain region were chosen for co-expression and Bayesian regulatory network analyses to reduce computation complexity. In order to construct the coexpression network in late onset AD (LOAD), a matrix of Pearson correlations between gene expression profiles was computed, followed by a conversion to an adjacency matrix via a power function f(x) = xβ, where the beta parameter was chosen in order to fit a scale-free adjacency matrix [2]. Differential expression analysis was performed based on a Student’s t-test between LOAD and normal samples in each brain region [1].

**Key driver analysis**

In the combined oligodendrocyte Bayesian interaction network (COLBN), we nominated genes as potential key driver genes based on having an N-hop downstream node number of greater than , where *μ* is the number of N-hop downstream nodes for a particular gene in a particular network [3, 4]. Among the nominated genes, we chose those genes with out-degree of greater than , where d denotes the degree or number of downstream genes, as the key drivers.

**Estimating brain cell type enrichment**

We used a brain cell data set derived from mice that isolated populations of different types of brain cells and performed RNA-seq on them two replicates of the isolated populations each [5]. We downloaded the FPKM values for this data set and log2-transformed them, after adding a constant of 1 to stabilize the log-transformation. For each cell type that we considered, we used limma to measure the genome-wide significance of differences in expression in the cell type of interest compared to the other cell types measured. Further, for each gene, we found the fold-change difference between the cell type of interest and all other cell types. To identify the specifically expressed gene signature of each cell type, we required that each gene have a nominal p-value of < 0.05 and a minimum log fold-change of at least 1.2 in the cell type of interest compared to each of the other cell types considered. For the enrichment analyses of coexpression modules derived from brain tissue, we compared the expression of astrocytes (AST), endothelial cells (END), microglia (MIC), neurons (NEU), and myelinating oligodendrocytes (MOL). For the oligodendrocyte sub-cell type analyses, we compared each of oligodendrocyte precursor cells (OPC), newly formed oligodendrocytes (NFO), and myelinating oligodendrocytes (MOL) to a combination of samples from the other four cell types (AST, END, MIC, NEU).

**Processing of IGAP Alzheimer’s Disease GWAS data**

The International Genomics of Alzheimer's Project (IGAP) is a large two-stage study based upon genome-wide association studies (GWAS) on individuals of European ancestry. In stage 1, IGAP used genotyped and imputed data on 7,055,881 single nucleotide polymorphisms (SNPs) to meta-analyse four previously-published GWAS datasets consisting of 17,008 Alzheimer's disease cases and 37,154 controls (The European Alzheimer's disease Initiative – EADI the Alzheimer Disease Genetics Consortium – ADGC The Cohorts for Heart and Aging Research in Genomic Epidemiology consortium – CHARGE The Genetic and Environmental Risk in AD consortium – GERAD). In stage 2, 11,632 SNPs were genotyped and tested for association in an independent set of 8,572 Alzheimer's disease cases and 11,312 controls. Finally, a meta-analysis was performed combining results from stages 1 & 2. We downloaded the data from the IGAP website (http://web.pasteur-lille.fr/en/recherche/u744/igap/igap_download.php) and used the combined meta-analysis results for further processing. However, the data is at the SNP level, rather than the gene level. In order to address this issue, we used VEGAS2 [6] to convert the combined IGAP table (specifically, the SNP IDs and their associated p-values) to a gene-level description of the association with AD risk. For this procedure, we used all of the SNPs from the 1000 Genomes European data set and a gene definition of 0kb that required the associated SNP to either be within the gene or in linkage disequilibrium of >= 0.8 r2 with a SNP within the gene. For downstream analysis, we chose all of the genes that were associated with AD with p-values of less than 0.05.

**Generating proteomics data from autopsied brain samples from the Mount Sinai Brain Bank**

Due to the postmortem nature of this project, it was designated as exempt human research by the Icahn School of Medicine Institutional Review Board.

**Sample Preparation**

Grey matter was dissected from the prefrontal cortex (BM10) of snap-frozen never-thawed specimens and divided into 50 mg aliquots and submitted for proteomic analysis. The specimens were derived from the brains of persons with either no neuropathology or only AD-associated neuropathology (neuritic plaques and neurofibrillary tangles). The studied cohort was relatively evenly divided with respect to cognitive status at the time of death with an average of 38 brains in each of 7 groups comprised of persons with no cognitive deficits (clinical dementia score (CDR)=0), mild cognitive impairment (CDR=0.5), or different severities of dementia ranging from CDR1 to CDR5. Similarly, the studied cohort was comprised of persons with no neuritic plaques in BM10 through persons with more than 20 neuritic plaques per mm2. Braak scores ranged from 0 for 12 subjects to an average of 32 subjects for each of Braak scores of 2-6.

**LC-MS/MS analysis**

**Tissue Processing and Batch analysis**

All 266 cases were randomized by traits (e.g. age, sex, PMI, cognitive status and neuropathology) into seven total batches (n = 38 cases each) for homogenization and protein digestion. Pulverized brain tissue was resuspended and homogenized in 500 uL of urea lysis buffer (8M urea, 100 mM NaHPO4 buffer system, pH 8.5), including 5 μL (100x stock) HALT protease and phosphatase inhibitor cocktail (Pierce). All homogenization was performed using a Bullet Blender (Next Advance) according to manufacturer protocols. Protein concentration was determined by BCA. Protein concentration was determined by the bicinchoninic acid (BCA) method, and samples were frozen in aliquots at −80°C. For each batch, protein homogenates (150 ug) were diluted with 50 mM NH4HCO3 to a final concentration of less than 2 M urea and then treated with 1 mM dithiothreitol (DTT) at 25°C for 30 minutes, followed by 5 mM iodoacetimide (IAA) at 25°C for 30 minutes in the dark. Protein was digested with 1:100 (w/w) lysyl endopeptidase (Wako) at 25°C for 2 hours and further digested overnight with 1:50 (w/w) trypsin (Promega) at 25°C. Resulting peptides were desalted with a Sep-Pak C18 column (Waters) and dried under vacuum.

**LC-MS/MS analysis**

Brain derived tryptic peptides (2 μg) were resuspended in peptide loading buffer (0.1% formic acid, 0.03% trifluoroacetic acid, 1% acetonitrile) and analyzed by LC-MS/MS essentially as previously described [7]. One pooled peptide reference standard comprised all 38 samples in batch 1 were also analyzed in the beginning, middle and end of all seven batches. Peptide mixtures were separated on a self-packed C18 (1.9 um Dr. Maisch, Germany) fused silica column (25 cm x 75 μM internal diameter; New Objective, Woburn, MA) by a NanoAcquity UHPLC (Waters, Milford, FA) and monitored on a Q-Exactive Plus mass spectrometer (ThermoFisher Scientific, San Jose, CA). Elution was performed over a 120-minute gradient at a rate of 400 nL/min with buffer B ranging from 3% to 80% (buffer A: 0.1% formic acid and 5% DMSO in water, buffer B: 0.1 % formic and 5% DMSO in acetonitrile). The mass spectrometer cycle was programmed to collect one full MS scan followed by 10 data dependent MS/MS scans. The MS scans (300-1800 m/z range, 1,000,000 AGC, 150 ms maximum ion time) were collected at a resolution of 70,000 at m/z 200 in profile mode and the MS/MS spectra (2 m/z isolation width, 25% collision energy, 100,000 AGC target, 50 ms maximum ion time) were acquired at a resolution of 17,500 at m/z 200. Dynamic exclusion was set to exclude previous sequenced precursor ions for 30 seconds within a 10 ppm window. Precursor ions with +1, and +6 or higher charge states were excluded from sequencing.

**Label-free protein quantification by MaxQuant**

Data files from each of the seven individual batches and reference standards were analyzed by MaxQuant v1.5.3.30 with Thermo Foundation 2.0 for RAW file reading capability. The search engine Andromeda was used to build and search a concatenated target-decoy UniProt Knowledgebase (UniProtKB) containing both Swiss-Prot and TrEMBL human reference protein sequences (90,411 target sequences downloaded April 21, 2015), plus 245 contaminant proteins included as a parameter for Andromeda search within MaxQuant [8]. Methionine oxidation (+15.9949 Da), asparagine and glutamine deamidation (+0.9840 Da), and protein N-terminal acetylation (+42.0106 Da) were variable modifications (up to 5 allowed per peptide); cysteine was assigned a fixed carbamidomethyl modification (+57.0215 Da). Only fully tryptic peptides were considered with up to 2 miscleavages in the database search. A precursor mass tolerance of ±20 ppm was applied prior to mass accuracy calibration and ±4.5 ppm after internal MaxQuant calibration. Other search settings included a maximum peptide mass of 6,000 Da, a minimum peptide length of 6 residues, 0.05 Da tolerance for high resolution MS/MS scans. The false discovery rate (FDR) for peptide spectral matches, proteins, and site decoy fraction were all set to 1%. The label free quantitation (LFQ) algorithm in MaxQuant (MaxLFQ) [9, 10] was used for protein quantitation. Each batch (i.e, parameters group) was quantified separately by MaxLFQ. The quantitation method only considered razor and unique peptides for protein level quantitation.

***In vitro* oligodendrocyte gene expression perturbation signature**

Data to identify the *Myrf* perturbation signature was downloaded from GEO (GSE15303) after being generated and normalized using an Affymetrix microarray in a previous study that compared gene expression in isolated mouse OLs samples with wildtype genotype (n = 4) to those lacking *Myrf* (n = 3) [11]. This RNA expression data was log-transformed prior to differential expression analysis.

**Calling differential expression gene signatures**

All RNA expression samples were checked for quality, and one outlier sample from the frontal cortex was removed from the *Cnp* RNA-seq experiment due to suspected mislabeling (**Supplementary Figure 2**). In order to use a comparable method for differential expression, the counts from the RNA-seq experiments were converted to normalized matrices using the voom method of the R package *limma* (version 3.24.12). We next used *limma* to make differential expression gene (DEG) calls between the samples with a knockout or knockdown (more generally, perturbed expression) of a key driver gene compared to samples with wildtype levels of expression for that key driver, using an empirical Bayesian approach to model the mean-variance relationship across genes. We adjusted for multiple hypothesis tests by estimating qvalues using the qvalue R package, which accounts for dependence among p-values [12, 13]. To identify DEG signatures from each experiment, we used a false discovery rate (FDR; i.e., q-value) cutoff of 0.3 and a nominal p-value cutoff of 0.05, since we are interested in the relative enrichment of the DEG set, and in targeted validations of predictions from the Bayesian interaction network, as opposed to unsupervised identification of differentially expressed genes. To convert from mouse to human gene names where necessary, we used the Ensembl database (accessed through biomaRt) to convert from mouse to human homologous gene symbols, and used the human gene with the highest homology percentage based on protein coding region DNA divergence in the case of multiple homologous genes.

**Gene enrichment analysis and multiple hypothesis testing adjustments**

The enrichment analyses used in this paper utilized Fisher’s Exact Test for quantifying the significance of the gene set enrichment, equivalent to the hypergeometric test for enrichment. The universe of gene symbols in these enrichment tests was the total number of unique symbols in the data used to generate the target gene set. We used the Benjamini-Hochberg (BH) adjustment method [14] to adjust the Fisher’s Exact Test (FET) enrichment p-values derived from the annotations of the OL-associated signatures in COLGS, the OL-enriched coexpression modules from the independent study and the proteomics data in COLGS, the AD GWAS significant risk genes in the multiscale modules, the perturbation signatures in the downstream neighborhood layers of each perturbed gene, as well as the gene compartments in each of the key driver knockout DEG signature and human postmortem AD DEG signatures.

**Overlap of key driver signatures with downstream members of co-expression networks**

For each gene with a perturbation signature, we identified the N-hop downstream nodes in the core OL-enriched Bayesian interaction network (COLBN). We call the full set of genes that are cumulatively less than N-hops downstream of a particular key driver gene a “layer,” so that the genes in *layer 1* are 1-hop downstream, while the genes in *layer 2* are 1- and 2-hops downstream, and so on. We then measured the degree of overlap between the key driver perturbation signature and the N-hop downstream nodes relative to that key driver for each layer using Fisher’s Exact Test. In order to control for the number of downstream neighborhood layers tested for each perturbation signature, we used the Benjamini-Hochberg FDR adjustment method on the enrichment p-values from each gene’s perturbation signature in all of the corresponding layers tested (n = 10).

**Supplementary Figures**

**
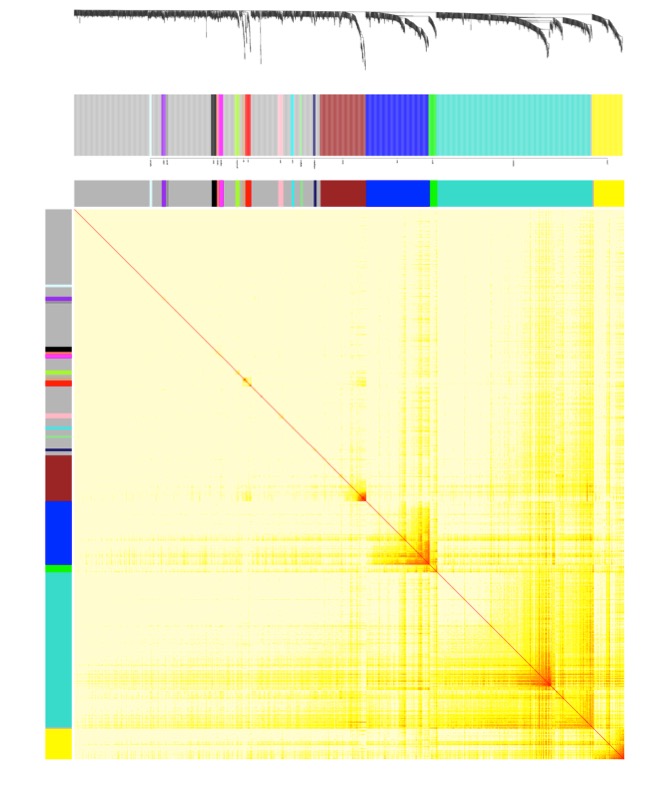
**

**Supplementary Figure 1**. The topological overlap matrix plot of the protein co-expression network constructed from the proteomics data from the autopsied brains in the MSBB cohort, along with the dendrogram showing the tree cutting process used to define modules (above).

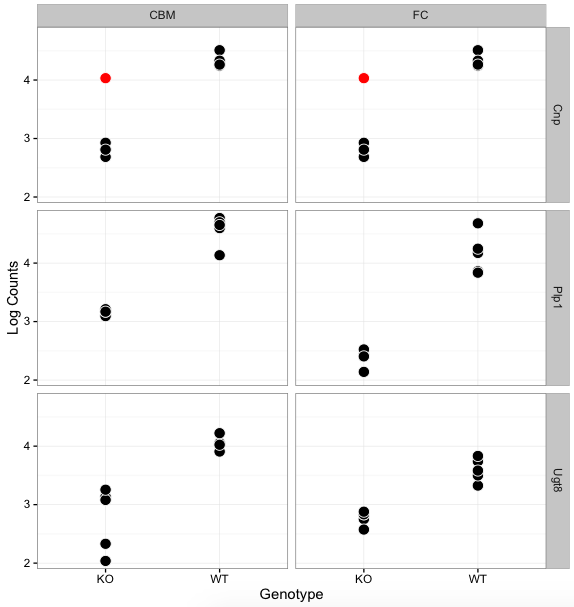

**Supplementary Figure 2**. Confirmation that the key driver knockouts abrogate gene expression of the key driver in the RNA-seq experiments. For each of the key driver knockouts whose genome-wide gene expression was profiled in this study using RNA-seq, we plotted the log10 counts overlapping that gene in both the wildtype (WT) and knockout (KO) samples. Notably, one of the matched samples from *Cnp* was detected as an outlier in both the CBM and FC brain regions (red), due to suspected mislabeling. These samples were removed prior to downstream differential expression analysis.

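The marked Cnp-KO library is replicate 1, at a log10 Cnp count of 4.03 in the FC and 4.21 in the CBM. Cnp was at 360 CPM there in the FC and at 597 CPM in the CBM, 52.7% and 48.6% of the mean of the Cnp-WT mice. In the other 4 Cnp-KO mice Cnp lay from 16.0 to 23.0 CPM in the FC and from 28.6 to 36.9 CPM in the CBM. With this mouse included, Cnp had a mean of 88.3 ± 152 CPM (SD, n = 5) in Cnp-KO FC and of 145 ± 253 CPM (SD, n = 5) in Cnp-KO CBM. Its log2 fold change was then -2.95 (SE 0.82, adjusted p = 0.471 from edgeR) in the FC and -3.09 (SE 1.08, adjusted p = 0.762) in the CBM, and neither passed. With all 5 mice 1 gene passed in the FC and 0 in the CBM, where 4 and 4 had passed over the paper's samples, and 1239 and 741 had an unadjusted p under 0.05. Every Cnp-KO library, this mouse included, lay below every Cnp-WT library in both regions. The paper gives suspected mislabeling as the reason for leaving it out, in both regions in the legend and in the frontal cortex alone in the text on quality checks.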

**References**

1. Zhang B, Gaiteri C, Bodea L-G, Wang Z, McElwee J, Podtelezhnikov AA, Zhang C, Xie T, Tran L, Dobrin R *et al*: **Integrated Systems Approach Identifies Genetic Nodes and Networks in Late-Onset Alzheimer’s Disease**. *Cell* 2013, **153**:707-720.

2. Zhang B, Horvath S: **A General Framework for Weighted Gene Co-Expression Network Analysis**. *Statistical Applications in Genetics and Molecular Biology*, **4**.

3. Zhu J, Wiener MC, Zhang C, Fridman A, Minch E, Lum PY, Sachs JR, Schadt EE: **Increasing the Power to Detect Causal Associations by Combining Genotypic and Expression Data in Segregating Populations**. *PLoS Comput Biol* 2007, **3**(4):e69.

4. Zhu J, Zhang B, Smith EN, Drees B, Brem RB, Kruglyak L, Bumgarner RE, Schadt EE: **Integrating large-scale functional genomic data to dissect the complexity of yeast regulatory networks**. *Nature Genetics* 2008, **40**:854-861.

5. Zhang Y, Chen K, Sloan SA, Bennett ML, Scholze AR, O'Keeffe S, Phatnani HP, Guarnieri P, Caneda C, Ruderisch N *et al*: **An RNA-Sequencing Transcriptome and Splicing Database of Glia, Neurons, and Vascular Cells of the Cerebral Cortex.** *The Journal of neuroscience : the official journal of the Society for Neuroscience* 2014, **34**:11929-11947.

6. Mishra A, Macgregor S: **VEGAS2: Software for More Flexible Gene-Based Testing.** *Twin research and human genetics : the official journal of the International Society for Twin Studies* 2015, **18**:86-91.

7. Seyfried NT, Dammer EB, Swarup V, Nandakumar D, Duong DM, Yin L, Deng Q, Nguyen T, Hales CM, Wingo T *et al*: **A Multi-network Approach Identifies Protein-Specific Co-expression in Asymptomatic and Symptomatic Alzheimer's Disease**. *Cell Syst* 2017, **4**(1):60-72 e64.

8. Cox J, Neuhauser N, Michalski A, Scheltema RA, Olsen JV, Mann M: **Andromeda: a peptide search engine integrated into the MaxQuant environment.** *Journal of proteome research* 2011, **10**:1794-1805.

9. Cox J, Hein MY, Luber CA, Paron I, Nagaraj N, Mann M: **Accurate proteome-wide label-free quantification by delayed normalization and maximal peptide ratio extraction, termed MaxLFQ.** *Molecular & cellular proteomics : MCP* 2014, **13**:2513-2526.

10. Luber CA, Cox J, Lauterbach H, Fancke B, Selbach M, Tschopp J, Akira S, Wiegand M, Hochrein H, O'Keeffe M *et al*: **Quantitative proteomics reveals subset-specific viral recognition in dendritic cells.** *Immunity* 2010, **32**:279-289.

11. Emery B, Agalliu D, Cahoy JD, Watkins TA, Dugas JC, Mulinyawe SB, Ibrahim A, Ligon KL, Rowitch DH, Barres BA: **Myelin Gene Regulatory Factor Is a Critical Transcriptional Regulator Required for CNS Myelination**. *Cell* 2009, **138**:172-185.

12. Storey JD, Tibshirani R: **Statistical significance for genomewide studies.** *Proceedings of the National Academy of Sciences of the United States of America* 2003, **100**:9440-9445.

13. Storey J: **qvalue: Q-value estimation for false discovery rate control.**; 2015.

14. Benjamini Y, Hochberg Y: **Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing**. *Journal of the Royal Statistical Society Series B (Methodological)* 1995, **57**:289 - 300.

How the deposited data were processed for this re-analysis (not part of the article)

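RNA from the FC and CBM of mice lacking Cnp, Plp1 or Ugt8 and of their wild-type controls was measured by RNA sequencing in 58 libraries. Conditions and replicate numbers were taken from the sample labels and the paper's supplements, and libraries of FC and CBM with the same line, genotype and number come from 1 mouse. Replicates of a group are separate mice. The paper's methods describe ribosomal RNA removal, alignment with TopHat2 and Bowtie2 to mm10, and counting with HTSeq over the UCSC known genes, and the submitters' processing notes name the same aligners and build. Whether the counting used the strand is not given in the sources used here, so a gene and an overlapping or antisense gene cannot be told apart by their counts. The values deposited by the authors are raw whole-number counts per gene. In each file 5 entries name no gene and hold reads that HTSeq did not assign. These were kept out of the library totals and the tests. Reads outside genes made up 26.4 to 54.3% of uniquely placed reads in 56 libraries and up to 87.8% in Ugt8-KO CBM 3 and 4, and the counts of genes made up 29.7 to 57.0% and at the lowest 5.53% of all values in a file.

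Depth, as the total of gene counts, was 15654940 to 65083581 in 56 libraries and at the lowest 2328615 in the other 2, and no gene took more than 8.95% of a library's counts. TMM factors lay from 0.952 to 1.041 in these libraries and reached 1.106 over all 58. The lowest chi-square per gene over the 113 pairs of libraries of 1 group was 8.11, so no pair differed by so little as the sampling noise.

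The tests were run in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and DESeq2 1.42.0 as an alternative. For each line and region, genes with fewer than 100 counts in 80% or more of the libraries were left out. KO and WT libraries were compared with edgeR's quasi-likelihood test after TMM scaling, and a gene passed at a Benjamini-Hochberg adjusted p under 0.3 and an unadjusted p under 0.05. The paper used voom and limma with Storey q-values at the same thresholds. The difference of a knockout effect between regions was the interaction of genotype and region with the mouse as a block, and the difference between the Cnp and Plp1 knockouts was the difference of the log2 fold changes, each against its own WT mice, in 1 fit per region. Gene lists were tested with limma's camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over the lists of a comparison, and the targeted gene was left out of the lists in its own line. The medians of lists are of differences of mean log2 CPM, and the log2 fold changes of single genes are those of edgeR. Of 234 tests of 39 lists in the 6 comparisons, 81 passed at an adjusted p under 0.05, and 0 of these passed with the correlation estimated from the data. Lists of processes and cell types, including those of other cells that a dissection can hold, the low-count filter, the tests, their thresholds and designs, the genes to be named and most alternatives were set before the data were examined. Values in the paper's tables had been seen by then.

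The genes named are those the paper's text names for these mice, those drawn as coloured targets in Fig. 5 and the key drivers of the network in Table 3, up to 10 genes per direction and comparison with the smallest p among those that passed with every KO library on 1 side of every WT library, up to 3 members per list and direction that passed, and the sex-linked genes as a check of the sex of the mice. Members of the list of the OL protein module come from the paper's human data and were matched by symbol. Positions are those of GENCODE M21 on the same build as the counts, where 22750 symbols matched and 935 more through an older symbol, 98.4% in all. Single values per library were compared by exact two-sided permutation tests, and called genes near the targeted gene, within 10 Mb, by Fisher's exact test.

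The procedure was tested on simulated counts with the means and library sizes of each comparison and 200 genes changed by known amounts. Of genes changed by a log2 fold change of 0.5, 82.1% passed in Cnp FC (13057 genes), 22.4% in Cnp CBM (13336), 31.3% in Plp1 FC (12366), 52.2% in Plp1 CBM (12561), 56.7% in Ugt8 FC (12603) and 11.9% in Ugt8 CBM (12201). At a log2 fold change of 1 these shares were 100, 79.1, 77.6, 86.6, 94 and 68.7%, and at 2 they were 97% or more. A list lowered by about 0.2 passed in every comparison except Ugt8 CBM (adjusted p = 0.745). The simulated genes varied independently of each other. The simulation thus cannot show how the list test fares where genes vary together, and the shares of genes that passed hold for independent genes only.

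Alternatives were DESeq2, voom with q-values, RLE scaling in place of TMM, edgeR's own filter or none, an adjusted p under 0.05, the replicate number as a block, 1 fit for all lines of a region, Y-linked expression as a covariate for sex, each library left out in turn, Cnp-KO mouse 1 included or left out in the FC alone, Ugt8-KO CBM 3 and 4 left out for a mapping rate under 80%, windows of 5 and 20 Mb around the targeted gene, and for lists an estimated correlation, fry, Fisher's exact test and removal of the trend on gene length and GC content. Leaving out Plp1-WT mouse 4 and Cnp-KO mouse 5 in the differences between regions and lines, and the lists of Ugt8 CBM without Ugt8-KO CBM 3 and 4, were added after seeing the data. Cnp-KO mouse 1 was left out of both regions as the paper's Figure S2 describes. In the Plp1 line every library had Ddx3y at 109 CPM or more and Xist at 1.03 CPM or less. All its mice were thus male by these transcripts, and the Y-linked covariate does not adjust for sex there. In the Cnp line Cnp-KO mouse 4 and Cnp-WT mice 1 and 3 were female by these transcripts and the other mice male. The human data, the cell culture perturbations, the network itself and the GO categories were not analysed here, nor were Cnp-WT CBM 1 and 2. A list of mitochondrially encoded transcripts could not be tested because the count files hold none of its genes.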

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

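All tests reported here were chosen after the result they bear on was seen, apart from the test of lower depth in Ugt8-KO CBM, the removal of the length and GC trend as an alternative (what it would show was written after) and the counts of other splits for the differences between the Cnp and Plp1 knockouts.

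In each group of 4 or 5 libraries, 6 measures per library were searched for a value whose gap to the nearest other value is large against the range of its group (Dixon's test). Of 66 groups 12 held such a value, where chance gives about 3.3. The gene counts of Cnp-KO CBM 5 totalled 65083581 (other libraries of the group 21799307 to 31867062), those of Cnp-WT FC 1 52338945 (25237704 to 29629953) and those of Plp1-WT CBM 3 16377270 (21235803 to 21585994). Genes with at least 1 count numbered 19888 in Cnp-KO CBM 5 (18643 to 18916) and 18737 in Ugt8-KO FC 4 (19094 to 19157). The targeted gene was at 597 CPM in Cnp-KO CBM 1 (28.5 to 36.8) and 360 CPM in Cnp-KO FC 1 (16.0 to 23.0), and in the libraries labelled Plp1-WT CBM 4 and Plp1-WT FC 4 it was at 946 CPM (3150 to 3890) and 3650 CPM (380 to 1160). The region score was 0.48 in Cnp-KO CBM 5 (0.97 to 1.05), -0.03 in the library labelled Plp1-WT CBM 4 (0.95 to 1.06) and 0.95 in the library labelled Plp1-WT FC 4 (-0.04 to 0.00).

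Region genes ran against the label in both libraries of Plp1-WT mouse 4 and in part in Cnp-KO CBM 5. For Plp1-WT mouse 4, tissue of the other region in a dissection would have kept the library labelled CBM above the FC libraries, and its score of -0.03 lies among them, while an exchange of the 2 libraries, which needs the library labelled FC at the level of the CBM, is met by its 0.95. For Cnp-KO CBM 5, separate dissections would give counts as different as those of FC libraries of different Cnp-KO mice, whose squared differences over the sum of counts averaged 21.7 to 121 over 56 genes of the cortex, and this index was 0.0435 between its counts and those of Cnp-KO FC 5. This argues against cortical tissue in the dissection, and a candidate explanation is that the counts of Cnp-KO FC 5 (33498550) were added to a cerebellar library of 31585031 counts, since 57 of 19169 genes detected in that FC library were lower in CBM 5, against 1371 to 1870 for the FC libraries of the other mice. A plain sum of these counts would leave no gene lower, and 18 of the 56 genes of the cortex were lower in CBM 5, so it is not met in full. The step at which the pattern of Plp1-WT mouse 4 or that of Cnp-KO CBM 5 arose is open, and no biological explanation was tested.

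In Ugt8-KO CBM 3 and 4, genes of olfactory and vomeronasal receptors took 8070 and 16100 CPM. An effect of the Ugt8 knockout would raise them in the other Ugt8-KO CBM libraries too, which reached at most 237 CPM, where Ugt8-WT CBM reached 247. Lower depth can only leave fewer genes detected, and Ugt8-KO CBM 3 and 4 had 23173 and 23007, against 18984 in Ugt8-KO CBM 1 at full depth, which argues against it. Thinning Ugt8-KO CBM 1 to the total of Ugt8-KO CBM 4 left 16271, and as it could only lower the number, it adds nothing to this. Reads from genomic DNA remain a candidate explanation, since they fall on silent genes alike, and at least 1393 of 1460 receptor genes had counts in both libraries, against at most 240 elsewhere. It would also bear on the lowering of short, abundant transcripts in Ugt8 CBM, whose respiratory chain median went from -0.56 to 0.07 without these 2 libraries.

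Respiratory chain and cytosolic ribosomal protein genes lay lower in Cnp-KO FC. A trend on gene length and GC content would account for part of this, since its removal took the medians from -0.17 to -0.08 (camera adjusted p = 6.39e-05) and from -0.14 to -0.07 (adjusted p = 0.00424). Both lists still passed at the preset correlation, which argues against it as the whole cause at that setting. With an estimated correlation neither list passed even with the trend left in. For the spread of the lists between mice, the exact permutation p of the mean level was 0.0397 for the respiratory chain (0.0794 when adjusted over the 2 lists), which leaves it open, and 0.103 for the ribosomal proteins, which it could account for. Of 100 splits of the 9 mice, the real one among them, 3 gave a camera p as small for the respiratory chain (real 3.33e-18, smallest other 2.66e-25), so that chance is excluded at the 0.05 level for this list taken alone, without adjustment over the 2 lists, and 14 did for the ribosomal proteins (3.48e-14 and 8.67e-28), where it is not. An effect of the loss of Cnp is a hypothesis for the respiratory chain alone, and it stays open.

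Between the Cnp and Plp1 knockouts, 2428 genes differed in the FC, and 2 of 100 splits, the real one among them, gave as many (highest other 3528). Chance is thus excluded at the 0.05 level for the FC taken alone, without adjustment over the 2 regions. In the CBM 168 genes differed, and 8 of 100, counted likewise, gave as many (highest other 3202), so that chance is not excluded, and splits with several times the real count point to a structure among the samples. These splits include Plp1-WT mouse 4 and, in the CBM, Cnp-KO CBM 5, and none were counted without them. In the CBM 1586 genes differed without Plp1-WT mouse 4 and 2741 without both. In the FC the only 2 genes at an adjusted p under 0.05 were Plp1 and Cnp themselves, and the replicate block within line left 2 genes. In the FC the median difference, Cnp-KO minus Plp1-KO, was -0.35 for the respiratory chain, -0.37 for the cytosolic ribosomal proteins and 0.57 for the chromatin modifiers with the library labelled Plp1-WT FC 4 included, and -0.29, -0.23 and 0.41 without that mouse. These differences were not tested with the length and GC trend removed.

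Some signals lie outside the genes that the paper discusses. Glra4, next to Plp1, had a log2 fold change of 5.32 in Plp1-KO CBM, and Krt12, 1.15 Mb from Cnp, one of -3.17 in Cnp-KO FC. The glucocorticoid-responsive genes had a median of 0.60 in Ugt8 CBM, and the cold-inducible genes one of 0.69 in Ugt8 FC.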

How the results depend on the processing

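Chosen after the data were seen were the alternatives without Plp1-WT mouse 4 and without Cnp-KO CBM 5 or mouse 5 in the differences between regions and lines, and the lists of Ugt8 CBM without Ugt8-KO CBM 3 and 4. For each value named here that moved, the cause was not tested, apart from the smaller number of genes or samples that an alternative itself brings. The targeted gene kept its direction and passed under DESeq2, RLE scaling, the block and each left-out library in all 6 comparisons, with log2 fold changes from -6.81 to -2.21 over the left-out libraries, and with Cnp-KO mouse 1 included it was at -2.95 in Cnp FC and -3.09 in Cnp CBM and did not pass. The counts of changed genes were the least stable results, and above all those of Plp1 CBM, which rose or fell by more than 1.5 times without 9 of the 10 libraries. Of the single genes and lists in the text, 539 of 569 kept direction and side of the threshold with DESeq2, 491 of 569 with voom, 642 of 646 with RLE scaling, 595 of 645 with edgeR's own filter, 452 of 569 with no filter, 457 of 569 with all lines in 1 fit, 398 of 646 with the replicate block (230 no longer passed), 328 of 646 with the Y-linked covariate (293 no longer passed), 88 of 103 with Cnp-KO mouse 1 included and 128 of 183 without Ugt8-KO CBM 3 and 4. Of 77 other lists that had passed, 0 passed with an estimated correlation, 4 with fry and 59 with the length and GC trend removed. Of all 81 lists that passed, 81 had a median of the same sign on edgeR's log2 fold changes as on mean log2 CPM, and in 13 the 2 medians differed by more than 1.5 times, among them the granule neuron markers in Plp1 FC (-2.05 in edgeR), the choroid plexus (0.39) and Purkinje neuron markers (0.12) in Plp1 CBM and the respiratory chain (-0.36) and cytosolic ribosomal proteins (-0.25) in Ugt8 CBM. Depth limits low genes most in Ugt8-KO CBM 3 and 4, and in simulated data a log2 change of 0.5 was found in 11.9% of changed genes in Ugt8 CBM.

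Where edgeR called 4 genes in Cnp FC, 4 in Cnp CBM, 1 in Plp1 FC, 397 in Plp1 CBM, 2380 in Ugt8 FC and 1920 in Ugt8 CBM, DESeq2 called 1228 in Cnp FC, 9 in Cnp CBM, 4 in Plp1 FC and 1116 in Plp1 CBM, and voom 1495 in Cnp FC, 541 in Plp1 FC and 1058 in Plp1 CBM. With no filter 6 were called in Plp1 CBM and 8484 in Ugt8 CBM, and with edgeR's own filter 3408 in Ugt8 CBM. All lines in 1 fit gave 2419 in Plp1 FC, 42 in Plp1 CBM and 3505 in Ugt8 CBM. The Y-linked covariate gave 1551 in Plp1 CBM, 62 in Ugt8 FC and 4 in Ugt8 CBM. At an adjusted p under 0.05, 1 gene was called in Cnp CBM, 3 in Plp1 CBM, 7 in Ugt8 FC and 10 in Ugt8 CBM. With Cnp-KO mouse 1 included 1 was called in Cnp FC and 0 in Cnp CBM, which is also the value with that mouse left out in the FC alone. Without Ugt8-KO CBM 3 and 4, 2918 were called in Ugt8 CBM. With each library left out in turn the count ran from 3 to 2500 in Cnp FC (highest without Cnp-KO 3, then 2332 without Cnp-KO 4), from 1 to 822 in Cnp CBM (highest without Cnp-KO 4), from 1 to 2217 in Plp1 FC (highest without Plp1-WT 5), from 3 to 3859 in Plp1 CBM (highest without Plp1-WT 4), from 1241 to 2848 in Ugt8 FC (lowest without Ugt8-KO 1) and from 17 to 2887 in Ugt8 CBM (lowest without Ugt8-WT 3, highest without Ugt8-KO 1).

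With the replicate number as a block, 2 genes were called in Cnp FC, 1 in Cnp CBM, 2 in Plp1 CBM and 3 in Ugt8 CBM. The replicate block within line left 2 genes in the difference of Cnp and Plp1 in the FC and 4 in the CBM, and under the replicate block the median of the cytosolic ribosomal proteins in Cnp CBM was 0.02, on the other side of 0. The numbers do not pair KO with WT libraries. Deviations of same-numbered libraries correlated from -0.51 to 0.56 (means per comparison -0.24 to 0.23), and 0, 0, 0, 1, 2 and 2 KO libraries of Cnp FC, Cnp CBM, Plp1 FC, Plp1 CBM, Ugt8 FC and Ugt8 CBM correlated best with their own number.

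The respiratory chain in Cnp FC (median -0.17), the cytosolic ribosomal proteins in Cnp FC (-0.14) and Plp1 CBM (-0.12) and the myelin structure genes in Plp1 CBM (0.57) kept their sides of 0 and passed with RLE scaling, edgeR's filter, the block, the Y-linked covariate, the length and GC trend removed and each library left out, with medians from -0.21 to -0.11, -0.19 to -0.08, -0.14 to -0.09 and 0.26 to 0.69 over the left-out libraries. None of the 4 passed with an estimated correlation or with fry, which leave the medians as they are, or by Fisher's exact test of called members, which numbered 0, 0, 3 and 2. The myelin structure genes in Cnp FC (0.03) had medians from -0.01 to 0.07 over the left-out libraries, and passed without Cnp-KO 2 (0.07), Cnp-KO 3 (0.06) and Cnp-WT 4 (0.07). The differences between regions, 0 genes in each line in edgeR, were 2220 in the Plp1 line without Plp1-WT mouse 4 and 789 in the Ugt8 line without Ugt8-KO CBM 3 and 4. The difference of Cnp and Plp1 had 2 genes at an adjusted p under 0.05 in the FC, which were Plp1 and Cnp themselves. In the CBM it had 4, which were Plp1, Cnp, Utp18 and Glra4. The number that passed in the CBM was 268 with RLE scaling, 716 with Cnp-KO mouse 1, 1586 without Plp1-WT mouse 4 and 2741 without that mouse and Cnp-KO CBM 5. In a window of 20 Mb around Ugt8a, 35 genes were called in Ugt8 FC and the test no longer passed.

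Lists and genes that changed side of 0 did so mostly without the libraries that stand apart. Without Ugt8-KO CBM 3 and 4 the medians in Ugt8 CBM were 0.03 for Purkinje neurons, 0.07 for the respiratory chain, 0.18 for cytosolic and 0.01 for mitochondrial ribosomal proteins, and log2 fold changes were -0.72 for Dock5, -0.83 for Rasgrp3, -0.10 for Myrf, -0.01 for Cspg4, -0.07 for Gli3, 0 for Hdac7, -0.38 for Setd1b and -0.31 for Myh11. With voom Rasgrp3 was at -0.60. Over the left-out libraries, the medians of Purkinje neurons ran from -0.62 to 0.08 in Plp1 FC and from -0.15 to 0.51 in Plp1 CBM, that of microglia from -0.29 to 0.09 in Plp1 CBM and the log2 fold change of Pex5l there from -0.48 to 0.53, with the values on the other side of 0 in each case without Plp1-WT 4. In Cnp CBM granule neuron markers ran from -0.32 to 0.06 and Purkinje neuron markers from -0.21 to 0.06, both highest without Cnp-KO 5. The glucocorticoid-responsive genes ran from -0.04 (without Cnp-KO 3) to 0.21 in Cnp FC, and the chromatin modifiers from -0.17 to 0 (without Ugt8-WT 4) in Ugt8 FC. In Cnp CBM, with the length and GC trend removed, the respiratory chain was at 0 and the cytosolic ribosomal proteins at 0.02, and the latter ran from -0.09 to 0.01 over the left-out libraries, at 0.01 without Cnp-KO 2 or 3 and at 0 without Cnp-WT 5.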

Differences from the paper's values

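The paper's counts are those of its tables, which hold genes with a human homolog, at the same thresholds of q under 0.3 and p under 0.05, and it used voom with q-values, where edgeR was used here. For Cnp FC the paper's count is 1371 and the value here is 4. Of the alternatives set before the data were examined, DESeq2 (1228) and voom with q-values (1495) lie within 1.5 times of the paper's count, and RLE scaling (4), edgeR's filter (5), no filter (5), the replicate block (2), all lines in 1 fit (4), the Y-linked covariate (5) and all mapped libraries (1) do not. For Cnp CBM the paper reports 0 and 4 genes passed here. With Cnp-KO mouse 1 included in the CBM, as in the 2 alternatives of all mapped libraries and of that mouse left out in the FC alone, the value was 0, and it was not with DESeq2 (9), voom (4), RLE scaling (4), edgeR's filter (4), no filter (5), the block (1), all lines in 1 fit (4) or the Y-linked covariate (3). For Plp1 FC the paper reports 0 and 1 gene, Plp1 itself, passed here, and no alternative gave 0. For Plp1 CBM the paper's count is 1085 and the value here is 397. DESeq2 (1116), voom (1058) and the Y-linked covariate (1551) lie within 1.5 times of it, and RLE scaling (379), edgeR's filter (291), no filter (6), the block (2) and all lines in 1 fit (42) do not. For Ugt8 CBM the paper's count is 1097 and the value here is 1920. Voom (1405) lies within 1.5 times of it, and DESeq2 (2602), RLE scaling (1992), edgeR's filter (3408), no filter (8484), the block (3), all lines in 1 fit (3505), the Y-linked covariate (4) and Ugt8-KO CBM 3 and 4 left out (2918) do not.

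The log2 fold changes in the paper's tables are WT minus KO, and those here are given on that scale in this paragraph, all for Ugt8 CBM. The error is the standard error that follows from the paper's t statistic, or the one here where that is larger. For Rasgrp3 the paper's value is 0.58 (standard error 0.25) and the value here is -0.04. With voom (0.60), no filter (0.30) and Ugt8-KO CBM 3 and 4 left out (0.83) it lies within the error, and with DESeq2 (-0.06), RLE scaling (-0.04), edgeR's filter (0.16), the block (0.16), all lines in 1 fit (-0.02) and the Y-linked covariate (-0.01) it does not. For Uap1l1 the paper's value is -0.54 and the value here is -0.73. DESeq2 (-0.71), voom (-0.65), edgeR's filter (-0.60), no filter (-0.51), the Y-linked covariate (-0.56) and the libraries 3 and 4 left out (-0.57) lie within the error, and RLE scaling (-0.74), the block (-0.72) and all lines in 1 fit (-0.73) do not. For D7Ertd443e the paper's value is -0.82 and the value here is -1.18. Voom (-0.89), edgeR's filter (-1.03), no filter (-0.92) and the libraries left out (-0.75) lie within the error, and DESeq2 (-1.17), RLE scaling (-1.19), the block (-1.14), all lines in 1 fit (-1.18) and the Y-linked covariate (-1.43) do not. For Frmd4b the paper's value is -0.42 and the value here is -0.61. Voom (-0.43), edgeR's filter (-0.46), no filter (-0.36), the block (-0.58) and the libraries left out (-0.31) lie within the error, and DESeq2 (-0.61), RLE scaling (-0.62), all lines in 1 fit (-0.61) and the Y-linked covariate (-0.67) do not.

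Genes in the paper's tables had the same direction here for 1371 of 1371 in Cnp FC, 1080 of 1082 tested in Plp1 CBM, 1947 of 1948 in Ugt8 FC and 1083 of 1094 in Ugt8 CBM, and 4, 335, 1695 and 819 of them passed. Of the genes the paper's text names as changed in Cnp FC, Cox6a1, Cdk5, Got2 and Sec14l5 did not pass here, with log2 fold changes, KO over WT, of -0.52, -0.23, -0.24 and 0.27. Voom called all 4, DESeq2 called all but Sec14l5, the Y-linked covariate called Cox6a1 (-0.50), and Cox6a1, Cdk5 and Got2 passed without Cnp-KO FC 3 and without Cnp-KO FC 4. Of the targets drawn in Fig. 5c, Dock10, Fam13c, Trim59, Tmem63a, Amotl2, Plxnb3 and Ppp2r3a were called by DESeq2 and voom and not here, all but Amotl2 also without Cnp-KO FC 3, and all but Amotl2 and Plxnb3 without Cnp-KO FC 4. Of those drawn in Fig. 5b, Mobp, Tjap1, Dock10 and Cldn11 in Plp1 CBM did not pass here. DESeq2, the Y-linked covariate and the fit without Plp1-WT CBM 4 called all 4, voom called all but Mobp, and the fit without Plp1-WT CBM 2 called Tjap1. The tables also hold Cox6a1 in Plp1 CBM, which passed here with DESeq2, voom, the Y-linked covariate and without Plp1-WT CBM 2 or 4, Sec14l5 there, with the Y-linked covariate and without Plp1-WT CBM 4, and Lipa there, without Plp1-WT CBM 4. Of those drawn in Fig. 5d, Dock5 and Dlc1 in Ugt8 FC and Prrg1 and Rasgrp3 in Ugt8 CBM did not pass with edgeR.
DESeq2 called Dock5, Dlc1 and Prrg1, voom called Dlc1, Prrg1 and Rasgrp3, edgeR's filter and all lines in 1 fit called Dock5, Dlc1 and Prrg1, no filter called Dock5 and Prrg1, the block called Dlc1, and the fit without Ugt8-KO CBM 3 and 4 called Prrg1 and Rasgrp3. With 1 library left out Dock5 passed without Ugt8-KO FC 2 or Ugt8-WT FC 1, Dlc1 without Ugt8-KO FC 3 or 4 or Ugt8-WT FC 1, and Prrg1 without Ugt8-KO CBM 1 or 3. Got2 in Ugt8 FC, which the tables hold, was called by DESeq2 and without Ugt8-KO FC 4 or Ugt8-WT FC 2.

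The paper gives the myelin sheath category as enriched among genes lowered by the Cnp knockout. Here 24 of 43 myelin structure genes lay above 0 and 19 below in Cnp-KO FC, with a median of 0.03 that did not pass (medians -0.01 to 0.07 over the left-out libraries). This list of structural genes is another set than the paper's category and its larger myelin proteome, and neither of those was tested here. The same list had a median of 0.57 in Plp1-KO CBM, the direction that the paper gives there, and the respiratory chain and cytosolic ribosomal proteins had medians of -0.17 and -0.14 in Cnp-KO FC, also the paper's direction. The paper describes a convergent effect of the Cnp and Plp1 knockouts on mitochondrial and ribosomal genes. The cytosolic ribosomal proteins had medians of the same sign in Cnp-KO FC (-0.14) and Plp1-KO CBM (-0.12), the regions behind the paper's signatures, and in the FC the medians were -0.14 for Cnp-KO and 0.20 for Plp1-KO, with -0.17 and 0.18 for the respiratory chain. The Plp1-KO FC values include the library labelled Plp1-WT FC 4, and without it they were 0.07 for the ribosomal proteins and 0.12 for the respiratory chain. With the length and GC trend removed the Plp1-KO FC medians were 0.09 for the ribosomal proteins and 0.08 for the respiratory chain, and neither list passed (adjusted p = 0.0508 and 0.0617 from camera). In Cnp-KO FC they were then at -0.07 and -0.08.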

Other observations

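Chosen after the result was seen were the tests of the chromosome around the targeted gene, of the Cnp level of Cnp-KO mouse 1, and of other splits of the mice, except for the splits of the differences between regions, of Plp1 CBM without Plp1-WT CBM 4 and of Ugt8 CBM without Ugt8-KO CBM 3 and 4.

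In Cnp-KO FC immediate early genes, which neuronal activity induces, lay above 0 and interferon response genes below 0. Of 24 immediate early genes 23 were above 0, with a median difference of mean log2 CPM of 0.38 (adjusted p = 8.65e-10 from camera, adjusted p = 0.675 with an estimated correlation). None passed singly in edgeR over all genes, where 16 were higher when adjusted over the list alone. Klf10, Fos and Arc, chosen after their values were seen, were at 66.3 ± 11.9 against 45.4 ± 6.06, 30.6 ± 10.9 against 17.7 ± 2.74 and 143 ± 79.7 against 67.9 ± 10.9 CPM (SD, n = 4 KO and 5 WT). Of 17 interferon response genes 15 were below 0, with a median of -0.31 (adjusted p = 6.87e-08, adjusted p = 0.675 with an estimated correlation), and 8 were lower when adjusted over the list alone, among them Ifi27 with a log2 fold change of -0.40 (adjusted p = 0.388 from edgeR). With Cnp-KO mouse 1 included the medians were 0.43 (adjusted p = 6.09e-12) and -0.27 (adjusted p = 1.07e-08). Glucocorticoid-responsive genes (median 0.15, adjusted p = 0.03), markers of newly formed oligodendrocytes (0.10, adjusted p = 0.03) and of meninges (-0.19, adjusted p = 0.03), each with an adjusted p of 0.675 with an estimated correlation, and potassium channels (0.07, adjusted p = 0.0149, adjusted p = 0.704 with an estimated correlation) also passed as lists. Each of these 4 did not pass without some single library, and the glucocorticoid-responsive genes were on the other side of 0 without Cnp-KO FC 3 (-0.04, adjusted p = 0.827). In Cnp-KO CBM all 16 markers of the choroid plexus and ependyma lay below 0, with a median of -0.32 (adjusted p = 0.00206), meninges had a median of -0.22 (adjusted p = 0.00838), cholesterol synthesis -0.09 (adjusted p = 0.0113), potassium channels 0.22 (adjusted p = 0.0142), oligodendrocyte progenitors 0.15 (adjusted p = 0.0375) and the genes near AD association signals in COLGS 0.10 (adjusted p = 0.0271), each with an adjusted p of 0.873 with an estimated correlation, and each of these 6 did not pass without some single library. Without Cnp-KO CBM 5 the lists of the choroid plexus, meninges, potassium channels and progenitors did not pass (medians -0.10, -0.15, 0.08 and 0.06), and the median of cholesterol synthesis was -0.18 (adjusted p = 8.16e-05, adjusted p = 0.926 with an estimated correlation). Bin1, whose protein the paper measured in the corpus callosum of Cnp-KO mice, had a transcript level of 240 ± 19 CPM (SD, n = 4) in Cnp-KO FC and 238 ± 25.5 CPM (SD, n = 5) in Cnp-WT FC, a log2 fold change of 0.02 (SE 0.09, adjusted p = 0.955 from edgeR).

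In Ugt8-KO FC all 10 markers of reactive astrocytes lay below 0, with a median of -0.38 (adjusted p = 0.000576 from camera, adjusted p = 0.595 with an estimated correlation), and Ggta1, Emp1, Nes and Gfap were lower. Gfap, the gene for the main intermediate filament of astrocytes, was at 95.9 ± 42.9 against 151 ± 29.0 CPM (SD, n = 5 each), a log2 fold change of -0.65 (SE 0.28, adjusted p = 0.24 from edgeR). Of 12 mural cell markers 4 were lower and 1 was higher (median -0.26, adjusted p = 0.00321, adjusted p = 0.632 with an estimated correlation), and of 19 heat shock genes 6 were lower (median -0.11, adjusted p = 0.00336, adjusted p = 0.632 with an estimated correlation). In Ugt8-KO CBM without Ugt8-KO CBM 3 and 4 the same lists had medians of -0.39, with 7 lower (adjusted p = 0.000753, adjusted p = 0.482 with an estimated correlation), and -0.18, with 8 lower (adjusted p = 3.25e-05, adjusted p = 0.414 with an estimated correlation), and the cold-inducible list had one of 1.09 (adjusted p = 0.000248, adjusted p = 0.241 with an estimated correlation). Immediate early genes lay on different sides of 0 in the regions, with a median of -0.23 and 3 lower in the FC (adjusted p = 0.016, adjusted p = 0.685 with an estimated correlation) and of 0.32 and 5 higher in the CBM (adjusted p = 0.017, adjusted p = 0.443 with an estimated correlation), and the difference of these medians was not tested. Junb, Nr4a1 and Fos were among the 5, with log2 fold changes of 0.93, 1.66 and 1.10. The immediate early list did not pass in the FC without Ugt8-KO FC 5 (-0.09, adjusted p = 0.148 from camera) or Ugt8-WT FC 1 (-0.21, adjusted p = 0.0829). Nor did it in the CBM without Ugt8-KO CBM 2 (0.20, adjusted p = 0.137) or Ugt8-KO CBM 5 (0.27, adjusted p = 0.0779). In Plp1-KO FC genes of the extracellular matrix had a median of -0.22, with 29 of 33 below 0 (adjusted p = 0.000215, adjusted p = 0.67 with an estimated correlation), and 1 was higher and 7 were lower when adjusted over the list alone. With the length and GC trend removed its median was -0.10 and it did not pass (adjusted p = 0.092). The TCA cycle had a median of 0.13 (adjusted p = 0.00116) and microglial markers one of 0.34 (adjusted p = 0.00122), each with an adjusted p of 0.67 with an estimated correlation. Without Plp1-WT mouse 4 the microglial list did not pass, the extracellular matrix stood at -0.19 (adjusted p = 2.32e-05, adjusted p = 0.811 with an estimated correlation), and 39 myelin structure genes had a median of 0.18, with 32 above 0 (adjusted p = 0.000109, adjusted p = 0.811 with an estimated correlation). In Plp1-KO CBM mural cell markers had a median of -0.20 (adjusted p = 0.000872) and genes of the unfolded protein response one of 0.18 (adjusted p = 0.00206), each with an adjusted p of 0.412 with an estimated correlation, and without Plp1-WT CBM 4 both lists passed (adjusted p = 0.0309 and 0.0492, adjusted p = 0.664 with an estimated correlation). Lists of blood, neurons in general, cortical excitatory and inhibitory neurons, activated microglia, sphingolipid metabolism and sex-linked genes passed in none of the 6 comparisons.

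A hypothesis for the genes called in the Cnp line is that the chromosome around the targeted allele, carried along with it, differs from that of the WT mice. The 3 genes other than Cnp that passed in Cnp FC, and the 3 in Cnp CBM, lie within 10 Mb of Cnp, where 234 genes were tested in the FC and 247 in the CBM, against 12822 and 13088 elsewhere (Fisher's exact test, p = 5.68e-06 and 6.28e-06). In a window of 5 Mb the CBM holds 1 of the 3 (exact p = 0.0375). Around Ugt8a 25 of 78 genes tested within 10 Mb passed in the FC (exact p = 0.00527, and 0.364 for 35 genes within 20 Mb) and 16 of 69 in the CBM (p = 0.0964), and around Plp1 3 of 67 in the CBM (p = 0.47). An effect of the loss of Cnp on its neighbours would also lie there, and the counts hold no sequence that would tell them apart.

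Cnp-KO mouse 1 had Cnp at 52.7% of the WT mean in the FC and 48.6% in the CBM. A candidate explanation, seen in the values before it was tested, is that this mouse carries 1 intact copy of Cnp. A mixture of KO and WT tissue or RNA would give such a level too, and was not tested.

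The numbers of changed genes were compared over splits of the same mice. Each count of splits as large includes the real one. The share of splits as large was under 0.05 for Plp1 CBM (397 genes in 3 of 100 splits as many, highest other 1220), for Ugt8 FC (2380, 3 of 100, highest other 2403), for Plp1 CBM without Plp1-WT CBM 4 (3859, 1 of 100, highest other 3091) and for Ugt8 CBM without Ugt8-KO CBM 3 and 4 (2918, 2 of 56, highest other 3212). Each of these shares is taken alone, without adjustment over the comparisons, so chance is not excluded for them as a set. Chance is also not excluded for Cnp FC (4 genes, 13 of 100, highest other 2933), Cnp CBM (4, 2 of 35, 2603), Plp1 FC (1, 7 of 100, 2986) or Ugt8 CBM (1920, 10 of 100, 2992). In Cnp FC, Cnp CBM, Plp1 FC and Plp1 CBM, with the libraries of Plp1-WT mouse 4 included, other splits called several times the real count, which points to a structure among the mice other than genotype, and in Plp1 CBM without Plp1-WT CBM 4 none called more than the real one. The Cnp line was of mixed sex, with Cnp-KO mouse 4 and Cnp-WT mice 1 and 3 female by their sex-linked transcripts. In the Ugt8 line the WT mice were male and some KO mice female by their sex-linked transcripts. The real split there also parts the mice by sex, and with Y-linked expression as a covariate far fewer genes passed in Ugt8 FC, so the splits do not tell genotype from sex. For lists the camera p was compared over the splits. Chance is not excluded for the myelin structure genes in Cnp FC (real 0.212, 71 of 100, smallest other 1.76e-20) and Plp1 CBM (2.94e-13, 13 of 100, 5.66e-20), or the cytosolic ribosomal proteins in Plp1 CBM (5.24e-09, 14 of 100, 1.11e-25), nor for the last 2 without Plp1-WT CBM 4 (2.98e-09, 19 of 100, 5.6e-20, and 5.85e-06, 36 of 100, 9.21e-24). For the difference of regions, by genes at an unadjusted p under 0.05, chance is excluded at the 0.05 level in the Ugt8 line taken alone, without adjustment over the lines (1412, 2 of 100, highest other 1711). It is not excluded in the Cnp line (235, 71 of 100, 2555) or the Plp1 line (827, 8 of 100, 1664). The splits of the Cnp line also moved Cnp-WT mice that have no CBM library and add nothing to this test. Some of its splits thus repeat each other, and 71 of 100 is not a share of distinct splits, so they do not decide the question in that line. The splits of the Cnp and Plp1 lines include Cnp-KO mouse 5 and Plp1-WT mouse 4, whose libraries run against their region labels in part or in full, and no splits were counted without them, where 0 genes passed in the Cnp line and 2220 in the Plp1 line. Those of the Ugt8 line include Ugt8-KO CBM 3 and 4, which stand apart by their receptor counts, and none were counted without them. Both are KO libraries, so the splits cannot tell an effect of genotype from what sets these libraries apart.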
